# Transcriptomes and neurotransmitter profiles of classes of gustatory and somatosensory neurons in the geniculate ganglion

**DOI:** 10.1038/s41467-017-01095-1

**Published:** 2017-10-02

**Authors:** Gennady Dvoryanchikov, Damian Hernandez, Jennifer K. Roebber, David L. Hill, Stephen D. Roper, Nirupa Chaudhari

## Abstract

Taste buds are innervated by neurons whose cell bodies reside in cranial sensory ganglia. Studies on the functional properties and connectivity of these neurons are hindered by the lack of markers to define their molecular identities and classes. The mouse geniculate ganglion contains chemosensory neurons innervating lingual and palatal taste buds and somatosensory neurons innervating the pinna. Here, we report single cell RNA sequencing of geniculate ganglion neurons. Using unbiased transcriptome analyses, we show a pronounced separation between two major clusters which, by anterograde labeling, correspond to gustatory and somatosensory neurons. Among the gustatory neurons, three subclusters are present, each with its own complement of transcription factors and neurotransmitter response profiles. The smallest subcluster expresses both gustatory- and mechanosensory-related genes, suggesting a novel type of sensory neuron. We identify several markers to help dissect the functional distinctions among gustatory neurons and address questions regarding target interactions and taste coding.

## Abstract (web summary)

Characterization of gustatory neural pathways has suffered due to a lack of molecular markers. Here, the authors report single cell RNA sequencing and unbiased transcriptome analyses to reveal major distinctions between gustatory and somatosensory neurons and subclusters of gustatory neurons with unique molecular and functional profiles.

## Introduction

The cells of mammalian taste buds have been extensively studied. We know many of the membrane receptors and transduction and processing pathways that mediate detection of taste stimuli^1, 2^. Yet, we have limited understanding of the cranial sensory ganglion neurons that innervate taste buds. Evidence of the diversity of these neurons comes from electrophysiology^3, 4^, Ca^2+^ imaging^5, 6^, and analyses of neurotrophin dependence^7, 8^. However, the lack of fundamental molecular information impedes progress towards an integrated framework including the specificity of synaptic contacts with taste bud cells, the identities of the circuits that process taste, and the anatomical underpinnings for taste coding.

Molecular characterization of afferent neurons has yielded key information in other sensory systems. For example, single-cell RNA sequencing has greatly refined our understanding of how neurons in dorsal root ganglia parse and transmit distinct modalities of somatosensory stimuli^9, 10^. The benefits that accrue from this approach for all areas of the central nervous system (CNS) and peripheral nervous system (PNS) are many, and include the deployment of fluorescent reporters for functional studies and markers to facilitate neuroanatomical and connectome analyses^9, 11, 12^. Detailed molecular characterizations may also identify novel cell types and circuits that encode sensory sub-modalities^11^ and discover sites of developmental or physiological regulation^12, 13^.

To begin remedying this major gap in our understanding of taste, we conducted single-cell RNA sequencing of neurons from the mouse geniculate ganglion, the cranial ganglion that innervates taste buds on the anterior tongue and palate. Our unbiased transcriptome analyses of single geniculate ganglion neurons reveal distinctive clusters of cells that are characterized by specific markers, paving a way to discover the specificity of the synaptic contacts with peripheral receptors and central relays and the significance of these contacts for sensory coding.

## Results

### Neuron capture and sequencing

To understand the cellular diversity of neurons that innervate taste buds, we acquired single-cell transcriptome data on gustatory afferent neurons. In mammals, geniculate and petrosal ganglia innervate palatal and lingual taste buds. We focused on the geniculate ganglion because a large fraction of its neurons are gustatory (Fig. 1a, b) and because the majority of neurophysiological recordings and behavioral analyses are based on activity in this ganglion. The small size of the mouse geniculate ganglion (≈ 800–900 neurons^14^) and its location, surrounded by bone at the base of the cranium, preclude methods such as drop-seq which sample tens of thousands of cells. Instead, we selected the Fluidigm C1 system which permits capturing individual neurons starting with only a few thousand cells, while affording high sensitivity and sequence coverage^15^. Geniculate ganglia from C57BL6/J mice were dissociated, the suspension was depleted of glia, and neurons were captured in C1 microfluidic chips (Fig. 1c, Methods and Supplementary Fig. 1, 2a–e). 

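Neurons from the geniculate ganglia of C57BL/6J mice were captured one per site on C1 microfluidic chips, their RNA was turned into full-length cDNA, and 96 libraries were sequenced together. The sample labels give 48 neurons from a chip labelled 1 and 48 from a chip labelled 3, each loaded with a separate cell suspension, so that the chips are the 2 independent preparations. For each neuron the authors deposited the trimming report of the sequencing core, read counts for each transcript, and FPKM for 17225 entries, each gene mostly represented by 1 transcript that the authors chose. The deposited counts are not normalized, and they hold reads, not unique molecules. Raw reads per neuron ranged from 1239510 to 3342262 on chip 1 (median 2463011) and from 1028733 to 3503812 on chip 3 (median 2671925). The read counts on the chosen transcripts ranged from 797719 to 2232980 on chip 1 (median 1652134) and from 654586 to 2340147 on chip 3 (median 1716273). No neuron comes with a cluster label in the deposited tables, so the clusters were made again from the FPKM, on log2(FPKM + 1), with Pearson correlation and average linkage. The resulting groups are called gustatory-like and somatosensory-like, and the sub-clusters T1-like, T2-like and T3-like, because they were matched to the paper's by the marker genes the paper names and not by a list of neurons. FPKM are given as the mean over the neurons of a cluster on each chip, then as the mean ± SD of the 2 chips. For tests the read counts of all neurons of a cluster on a chip were added up, which gives 4 sums for gustatory-like against somatosensory-like neurons and 6 for the sub-clusters, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization. Adjusted p are Benjamini-Hochberg values from this test unless another is named, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. A gene was called when its adjusted p was under 0.05 and its change at least 2-fold. Because the clusters were found in the same expression values, these tests rank the genes that set the clusters apart and are no independent evidence that the clusters exist.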

Single neurons that met stringent criteria (Supplementary Fig. 2f) were used to produce individually barcoded libraries and subjected to RNAseq in a single lane. The 96 neurons sequenced in the present study represent >10% of the neurons in a geniculate ganglion, and thus are likely to include all but the most infrequent neuronal subtypes.

**Fig. 1:**
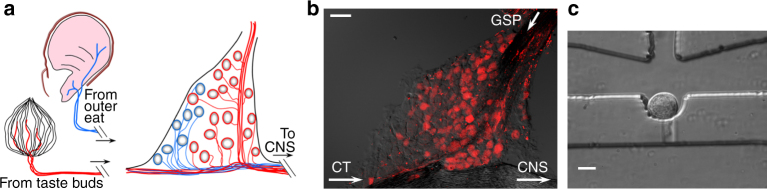
Peripheral targets innervated by geniculate ganglion sensory neurons. **a**. Gustatory afferent fibers from taste buds in anterior tongue and palate (red) and somatosensory fibers innervating the pinna (blue) converge in the geniculate ganglion where their somata reside. **b**. Cryosection of a geniculate ganglion following anterograde labeling of gustatory nerves (GSP, CT) with tetramethylrhodamine dextran. Taste neurons are red while somatosensory neurons in the ganglion remain unstained. *Arrows* indicate direction of propagation of sensory signals from peripheral targets. **c**. A geniculate ganglion neuron in a Fluidigm chip capture site. Several ganglia were dissociated and processed for cell capture (see Methods). 96 such singly captured neurons were sequenced to yield data on neuronal cell types. *Scale bars*, **b**, 50 μm **c**, 20 μm

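Over the 96 neurons the raw reads averaged 2549138 ± 506395 (SD over neurons), and after trimming the lowest neuron kept 1013024 reads. The read counts on all transcripts had a median of 2261188 and ran from 877486 to 3142304, with 3 neurons under 1000000. On the 1 transcript chosen for each gene, 5 neurons were under 1000000. The reads were not aligned again here, so the number of mapped reads is represented by these counts.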

All cells were sequenced to a depth of at least 10^6^ mapped reads per cell. 

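With a gene called detected at any FPKM above 0, a neuron had 10680 ± 408 genes (SD, n = 96 neurons), from 9726 to 11819. Counting transcripts with at least 1 read instead, which was chosen after seeing the data, gave 14426 per neuron, and that alternative moved the count most. With a limit of FPKM of at least 1 the mean was 9117 genes, with at least 10 reads 8705, and with every neuron thinned at random to the reads of the shallowest it was 10193. T2-like neurons had the most detected genes of the gustatory-like sub-clusters, at a mean of 11153, against 10477 in T1-like and 10846 in T3-like neurons.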

We detected expression of ≥13,000 genes from every cell (Supplementary Fig. 3), which compares favorably with most published reports on neurons^9, 12, 15, 16^.

We began our analysis by identifying the most highly expressed genes (Fragments Per Kilobase per Million mapped reads (FPKM) ≥200 across the entire set of 96 cells). Expression levels for these 333 genes across all 96 cells were subjected to unsupervised hierarchical clustering analysis (HCA, Fig. 2a). 

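The 333 entries with a mean FPKM of at least 200 over the 96 neurons were used for the tree, and its first split lay at a correlation distance of 0.519, against 0.377 for the next. One branch held 58 neurons, 27 from chip 1 and 31 from chip 3, and the other 38, 21 from chip 1 and 17 from chip 3 (two-sided Fisher's exact test of branch by chip, p = 0.53). The branches were named gustatory-like and somatosensory-like from 6 marker genes of each kind. Clustering each chip alone placed 48 of 48 neurons of chip 1 and 47 of 48 of chip 3 as in the joint tree. Of the alternatives chosen in advance, linear FPKM and Ward linkage on principal components moved the most neurons: with linear FPKM 66 neurons were in the gustatory-like branch, and 88 of 96 neurons kept their place. The 8 neurons that changed branch were the same under both, and Hmx1 was at an FPKM of at least 1 in all 8. With complete linkage 53 neurons were in the gustatory-like branch, and all 6 T2-like neurons fell in the somatosensory-like branch.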

The resulting dendrogram and correlogram of Pearson Correlation Coefficients clearly displayed two major groupings, with 59 (yellow) and 37 (black) cells, respectively. To get a broader and independent view of gene expression while reducing the dimensionality of the data set, we conducted Principal Component Analysis (PCA) of all (>17,000) expressed genes across all 96 cells. PCA also yielded primarily two groupings (Fig. 2b). 

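The principal components of log2(FPKM + 1) over all detected genes were compared with the tree. The first component held 14.0% of the variance and the second 3.21%. The sign of the first component's score placed 94 of 96 neurons as the tree did. The mean score of gustatory-like neurons was 33.3 on chip 1 and 30.4 on chip 3, and that of somatosensory-like neurons -45.8 and -51.9. The neuron at site 7 of chip 1, which the tree placed with the somatosensory-like neurons, scored 4.79, and the T2-like neuron at site 10 of chip 3 scored -0.397. The genes of the tree are among those of the components, so the 2 analyses share their data.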

Importantly, the 96 cells assorted into the same groupings (yellow and black) from these two independent analyses, which respectively were based on 333 (HCA) or ≥17,000 (PCA) genes (Fig. 2a, b).

**Fig. 2:**
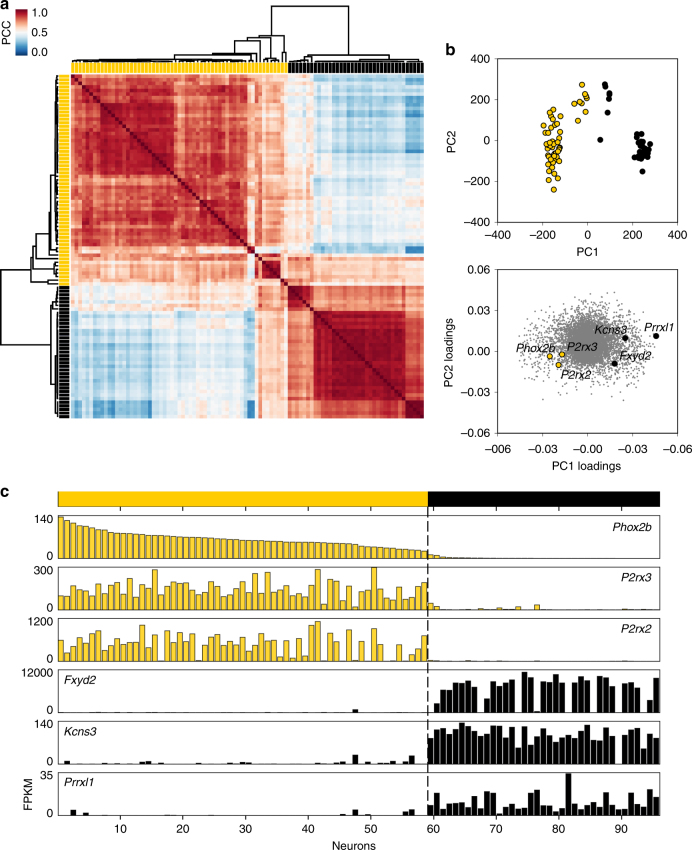
Geniculate ganglion neurons belong to two main groups, gustatory and somatosensory. **a**. Correlogram and dendrogram resulting from unsupervised hierarchical clustering analysis of 96 geniculate ganglion neurons. Here, genes were selected that displayed average FPKM values ≥ 200 across all 96 cells (i.e. the 333 most highly-expressed genes). The correlogram displays Pearson Correlation Coefficient (PCC) values for each cell against all others on a heat map scale. The dendrogram shown at *top* and *left* reveals two major groupings (59 and 37 neurons) which are assigned yellow and black labels, respectively. **b**. Principal component analysis (PCA) of all 96 geniculate ganglion neurons, based on all 17,225 genes expressed. The *upper* plot displays a symbol for each of the 96 cells according to their scores on the first two eigenvectors (PC1, PC2) which account for most variance across the set. Individual cells are color-coded yellow and black as in **a**. It is apparent that cells separate into two principal groupings and that these correspond to the groupings produced by the hierarchical clustering of a much smaller number of genes shown in **a**. The lower plot shows the PC1 and PC2 loadings, with each detected gene represented by a *grey* symbol. Genes previously associated with gustatory neurons, *Phox2b*, *P2rx2*, and *P2rx3* are annotated (yellow) and display similar loadings. Examples of genes which were highly-expressed and are selective for the black group (*Fxyd2*, *Kcns3*, and *Prrxl1*) are also indicated. **c**. *Bar graphs* of FPKM values for six group-selective genes identified in **b**. The neurons are sorted by FPKM values for *Phox2b*

### Taste versus somatosensory

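Between the gustatory-like and somatosensory-like sums, 13936 genes that had not been used for the tree were tested. Of these, 1501 were called, 876 higher and 625 lower in gustatory-like neurons. All 1501 changed in the same direction on each chip, as calls made from the same 2 chips all but require. A limit of 5-fold moved the count most and left 813. The largest called changes included Ch25h, with a mean of 8.85 CPM (counts scaled to the library's total) in gustatory-like neurons and no count in somatosensory-like ones (at least 181-fold higher against a floor of 3 counts over the group, adjusted p = 0.0040), Kcnf1 (at least 123-fold higher), and, in the other direction, Cntn4 (at least 422-fold lower, adjusted p = 0.0069) and Tnfsf15 (10.1 CPM in somatosensory-like neurons and a single count over all gustatory-like ones). To look at the selection on neurons not used for it, the clusters and the genes at least 5-fold higher in one cluster were taken from 1 chip and read on the other: 95.4% of 1259 gustatory-like and 93.1% of 564 somatosensory-like choices were higher in the matching cluster there. With the neurons of the second chip shuffled between clusters, the medians of 100 shuffles were 49.5% and 46.4%, and the highest 79.8% and 85.6%.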

To assess the significance of these two clusters of neurons, we examined the genes that contributed substantial variance and were expressed differentially between the two clusters. *P2rx2* and *P2rx3*, encoding ionotropic purinoceptors that function in afferent transmission from taste buds to nerves, were limited to neurons in the yellow cluster. 

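P2rx2 lies on chromosome 5 of mm9 from 110768831 to 110772054, and P2rx3 on chromosome 2 of mm9 from 84836709 to 84875991. P2rx2 averaged an FPKM of 497 ± 43.5 (SD, n = 2 chips) in gustatory-like neurons and 8.85 ± 1.86 in somatosensory-like neurons (log2 fold change 5.78, standard error 0.15, adjusted p = 0.00013). P2rx3 averaged 149 ± 7.29 and 7.68 ± 2.03 (log2 fold change 4.17, standard error 0.25, adjusted p = 0.00042). Both genes had an FPKM above 0 in all 38 somatosensory-like neurons, where P2rx2 ranged from 0.686 to 184 and P2rx3 from 0.257 to 86.9. The highest somatosensory-like P2rx2 value was that of the neuron at site 7 of chip 1, which also carried transcripts typical of T3-like neurons. A tree of entries with FPKM above 10 in at least 3 neurons placed this neuron with the gustatory-like ones. P2rx2 was among the genes of the main tree, and clustering without it moved 0 neurons.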

Further, the transcription factor, *Phox2b*, which has been associated with specification of gustatory fate during development^17^ was found only in the yellow cluster. In contrast, we noted that neurons in the black cluster selectively expressed several genes that have previously been associated with somatosensory neurons. Three examples are shown (Fig. 2c). They include *Fxyd2*, a subunit of Na-K-ATPase that is associated with the maturation of peptidergic nociceptors^18^ and *Prrxl1* (also called *Drg11*), a transcription factor essential for the formation of certain nociceptors^19, 20^ and expressed in dorsal root and trigeminal ganglia. These initial observations led us to hypothesize that the yellow and black clusters represent gustatory and somatosensory neurons respectively.

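Fxyd2 (on chromosome 9 of mm9 from 45214160 to 45218361) had the largest FPKM of the genes named here, 6143 ± 429 (SD, n = 2 chips) in somatosensory-like and 60.8 ± 0.584 in gustatory-like neurons. Tested on clusters made without Fxyd2, which moved 1 neuron, the log2 fold change of gustatory-like over somatosensory-like neurons was -6.74 (standard error 0.12, adjusted p = 4.1e-05). Within the somatosensory-like neurons, 8 had a Fxyd2 FPKM of 20.1 to 56.8 and the other 30 had 354 to 11348. Prrxl1 averaged 10.7 ± 0.338 and 0.308 ± 0.205 (log2 fold change -5.13, standard error 0.52, adjusted p = 0.0024), and was detected in 38 of 38 somatosensory-like and 11 of 58 gustatory-like neurons. For Kcns3, the third example, the values were 95.5 ± 15.0 and 2.35 ± 0.196 (log2 fold change -5.39, standard error 0.18, adjusted p = 0.00013).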

We used three approaches to test this hypothesis. First, we validated the RNAseq observation by conducting single-cell RT-PCR on 24 freshly isolated geniculate ganglion neurons. Aliquots of each single cell cDNA were tested for *Snap25* as a positive control and the two transcription factors, *Phox2b* and *Prrxl1*. Second, we used double immunofluorescence microscopy to visualize the corresponding proteins. Both methods demonstrated that *Phox2b* and *Prrxl1* display a mutually exclusive pattern of expression in geniculate ganglion neurons (Fig. 3a, b). Further, Phox2b and Prrxl1 immunoreactive nuclei accounted for virtually all neurons in the ganglion. The Prrxl1-stained nuclei (somatosensory neurons) were found predominantly at one pole (basal-peripheral) of the triangular ganglion (Fig. 3b). Third and most importantly, we tested the hypothesis by anterograde labeling of the two taste nerves that enter this ganglion, using different fluorescent dextrans applied to the chorda tympani (CT) and the greater superficial petrosal (GSP)^21^. Nearly every neuron that was anterograde-labeled on taste afferents possessed a nucleus immunopositive for Phox2b (Fig. 3c). Conversely, anterograde-labeled taste neurons seldom included a Prrxl1-immunoreactive nucleus (Fig. 3d).

**Fig. 3:**
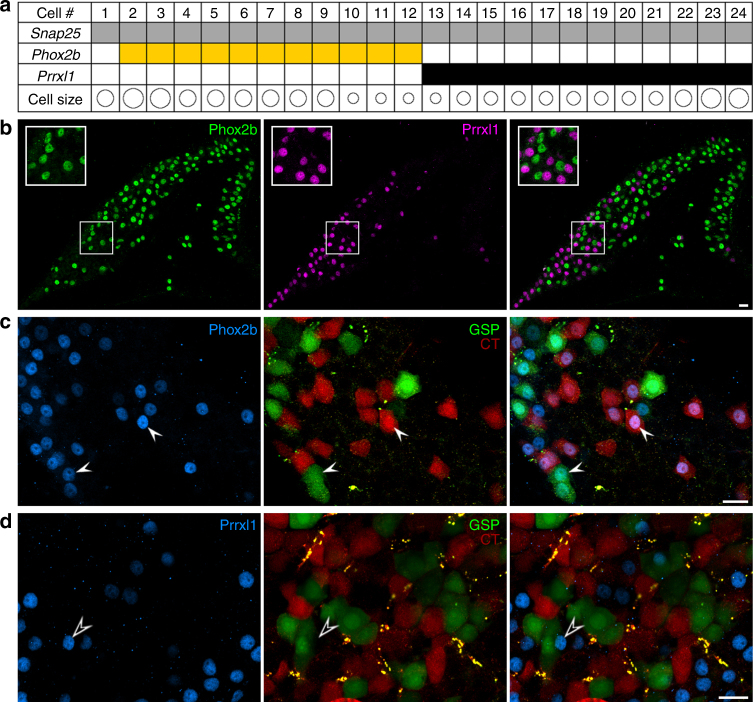
Phox2b and Prrxl1 are markers of gustatory and somatosensory neurons, respectively. **a**. RT-PCR of single geniculate ganglion neurons confirms that Phox2b and Prrxl1 are expressed in non-overlapping sets of neurons. 24 freshly isolated geniculate ganglion neurons were analyzed by single-cell RT-PCR for *Snap25* (positive control), and two test genes. Product from the end-point PCRs is indicated by color in the grid corresponding to each cell. The transcription factor, *Phox2b* (yellow), previously associated with developing taste neurons, was detected in about half the neurons (11 of 24), but never with *Prrxl1* (black). The size of each neuronal soma was observed before harvesting and is depicted schematically in the bottom row. Both groups included neurons of various sizes (18–35 μm diameter). **b**. Cryosection of geniculate ganglion, immunostained for Phox2b (green) and Prrxl1 (magenta) shows that the two transcription factors define non-overlapping neuronal populations. Inset in each panel is an enlarged view of the boxed area of the ganglion. Only 4 of 1453 nuclei stained for both Phox2b and Prrxl1; 1 nucleus stained for neither (3 mice). **c**. Gustatory neurons, visualized by anterograde labeling of chorda tympani with TRITC-dextran and greater superficial petrosal with FITC-dextran. Of 537 anterograde labeled neurons, 501 (93%) contained a Phox2b+ nucleus (3 mice). The remaining 7% of neurons can be accounted for as partial profiles that included labeled cytoplasm but lacked the nucleus (because the nucleus occupies only ≈ 80% of the diameter of each cell). **d**. Gustatory-labeled neurons very seldom included nuclei that immunostained for Prrxl1 (4 of 321 neurons counted in 9 non-adjacent sections from 3 mice). *Scale bars*, 20μm

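Pou4f1 averaged an FPKM of 17.8 ± 0.887 (SD, n = 2 chips) in somatosensory-like and 3.31 ± 0.0240 in gustatory-like neurons (log2 fold change -2.50, standard error 0.14, adjusted p = 0.00031), and it was detected in 56 of 58 gustatory-like neurons. Among the sub-clusters its level was 8.09 ± 0.824 in T2-like, 2.43 ± 0.156 in T1-like and 1.83 ± 0.719 in T3-like neurons. Pou4f2 averaged 10.3 ± 1.09 in somatosensory-like neurons, detected in 37 of 38, and 0.137 ± 0.0708 in gustatory-like neurons, detected in 21 of 58 (log2 fold change -6.19, standard error 0.39, adjusted p = 0.00048).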

We also observed that *Pou4f1* and *Pou4f2* (also called *Brn3a*, *3b*), previously associated with the developmental specification of a somatosensory fate^17^, are selectively expressed in the black cluster neurons (Supplementary Fig. 4a, c, d) and can be detected by immunostaining (Supplementary Fig. 4e) in a somatosensory pattern along the long edge of the ganglion, similar to Prrxl1 (as in Fig. 3b).

In combination, these findings identify the presence of the two main classes of neurons in the geniculate ganglion, validate them as gustatory and somatosensory, and identify Phox2b and Prrxl1 respectively as robust markers for these major clusters.

### Taste neuron types

Next, we asked if the 59 neurons in the taste (yellow) cluster could be further classified into sub-clusters. 

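The filter was applied to the 58 gustatory-like neurons: detection in at least 2 neurons, a mean FPKM of at least 1 in the gustatory-like neurons, and at least 5 times the mean of the somatosensory-like neurons. It kept 595 entries. Limits of 2-fold and 10-fold kept 1360 and 333.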

For this, we filtered the data to identify 580 most taste-selective genes (FPKM ≥ 5-fold higher in taste relative to somatosensory neurons, see Methods). These 580 genes were subjected to a second iterative hierarchical clustering analysis (Fig. 4a). The dendrogram revealed three major sub-clusters, with 33 (green, T1), 6 (orange, T2) and 20 (pink, T3) neurons, respectively. 

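The tree of the 58 gustatory-like neurons over these genes was divided at the smallest number of branches that gave at least 3 branches of 5 or more neurons, a rule fixed beforehand because the paper's text names none. It had 5 branches, of 33, 15, 6, 2 and 2 neurons, and the first 3 were matched to T1, T3 and T2 by genes the paper names (among them Olfm3, Itm2a and Hspb3 for T1; Calb1, Cd302, Kcnip1 and Slc38a11 for T2; Trhr, Penk, Lypd1 and Prox2 for T3), so that the levels of these genes follow in part from the naming. The T1-like branch held 13 neurons from chip 1 and 20 from chip 3, the T2-like branch 3 and 3, and the T3-like branch 9 and 6 (two-sided Fisher's exact test of sub-cluster by chip, p = 0.44). With these 58 neurons held fixed, clustering with a pseudocount of 0.1, Spearman correlation, complete linkage or the 10-fold limit placed all 58 in the same way. The 2-fold limit placed 57. The genes with FPKM of at least 10 in at least 3 gustatory-like neurons, used in place of taste-selective genes, moved the most neurons, and 27 of 58 kept their place.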

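Outside the T1-like, T2-like and T3-like branches there were 4 gustatory-like neurons in 2 branches of 2, each with 1 neuron from each chip. The neurons at site 64 of chip 1 and site 78 of chip 3 shared 11 genes at an FPKM of at least 10 and at least 5-fold above the mean of every cluster, among them Nmb (209 and 96.8), Mfap5 (114 and 153) and Cysltr2 (72.4 and 15.7). The neurons at site 35 of chip 1 and site 54 of chip 3 shared 35 such genes, among them Nts (5684 and 5264), Gal (1768 and 188) and Ecel1 (46.7 and 42.5). These genes were looked for after the neurons had been seen to stand apart. Taken across the 2 branches, the same 4 neurons shared 9, 4, 2 and 1 such genes. The neurons at site 35 of chip 1 and site 54 of chip 3 also had the 2 highest Atf3 values (965 and 541). A response to injury or stress is not excluded for them.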

Two additional neurons (cyan) at the extreme left may represent additional, infrequent cell type(s) (Fig. 4a). We also conducted PCA on the 59 taste neurons for all 8150 genes that are significantly expressed (FPKM ≥ 10) in at least 3 taste neurons (see Methods). Importantly, the groupings revealed by HCA of differentially expressed genes were maintained in the independent PCA of a much larger set of genes (Fig. 4b). That is, two independent analyses sorted gustatory neurons into similar groupings (T1, T2, T3). 

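For the gustatory-like neurons, 7944 entries had an FPKM of at least 10 in at least 3 neurons. Their first 2 principal components held 6.11% and 5.69% of the variance. On these components 32 of 33 T1-like, 6 of 6 T2-like and 15 of 15 T3-like neurons lay nearest the centre of their own sub-cluster.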

Gene loadings for this PCA (Fig. 4b, lower) suggested that numerous genes are preferentially expressed in each of the taste sub-clusters. 

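The sub-clusters were compared over 12804 genes that had not been used for their tree, each against the mean of the other two. For T1-like neurons 209 genes were called, 122 higher and 87 lower; for T2-like neurons 666, 324 higher and 342 lower; and for T3-like neurons 213, 136 higher and 77 lower. Every called gene changed in the same direction on each chip, as calls made from the same chips all but require. Leaving out 1 sum at a time, which was added after seeing the data, gave a T1-like count of 44 without the T1-like sum of chip 3 and of 354 without the T2-like sum of that chip, and T3-like counts from 78 to 412. With DESeq2 the T1-like count was 448 and the T3-like count 556. Among T1-like genes Vcan was at least 194-fold and Lipk at least 75.6-fold higher against a floor of 3 counts over the other sub-clusters pooled. Among T2-like genes Ppl was at least 402-fold and Pcdh18 at least 367-fold higher against such a pooled floor, and Samd5 at least 97.3-fold lower. For Vcan, Lipk, Ppl and Pcdh18 the bound on the mean of the other sub-clusters would be lower if all 3 counts fell in the smaller one. Among T3-like genes Tlr3 had 5.06 CPM, with a single count in the other sub-clusters, and Agtr1a was at least 154-fold lower. Agtr1a had 33.5 CPM in T2-like and 1.74 in T1-like neurons, so its T3-like fold rests mostly on the T2-like level. Genes picked at 5-fold on 1 chip were higher in the matching sub-cluster of the other chip in 405 of 526 choices for T1-like, 379 of 583 for T2-like and 288 of 471 for T3-like neurons, a check added after seeing the data. Shuffled neurons gave medians of 49.7%, 33.6% and 38.0%, and the highest shuffles reached 64.8%, 61.4% and 53.3%.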

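In T1-like neurons Itm2a averaged an FPKM of 48.4 ± 1.16 (SD, n = 2 chips), against 0.181 ± 0.256 in T2-like and 0.900 ± 0.223 in T3-like neurons (log2 fold change 6.67, standard error 0.45, adjusted p = 0.00044). Olfm3 averaged 57.8 ± 8.14, 9.19 ± 3.70 and 2.20 ± 0.0858 in the same order (log2 fold change 3.71, standard error 0.23, adjusted p = 0.00034), and on clusters made with linear FPKM its log2 fold change of 1.69 did not pass the threshold. Hspb3, detected in 16 of 33 T1-like neurons, averaged 4.85 ± 0.915, 0.537 ± 0.291 and 0.175 ± 0.248, and its difference did not pass the threshold (log2 fold change 3.86, standard error 1.21, adjusted p = 0.18), except with limma on means of log2(FPKM + 1), at 1.11. In T2-like neurons Cd302 averaged 86.3 ± 15.2 (log2 fold change 6.37, standard error 0.37, adjusted p = 8.4e-05), Kcnip1 34.8 ± 3.40 (log2 fold change 9.92, standard error 0.71, adjusted p = 0.00021) and Slc38a11 24.0 ± 2.79 (log2 fold change 8.36, standard error 0.47, adjusted p = 7.8e-05; with linear-FPKM clusters 3.90, not past the threshold). In the T1-like and T3-like neurons the means of these genes were at most 2.20. On linear-FPKM clusters, here and below, the branch matched to T3 also held 1 T2-like neuron. The branch matched to T1 there held 8 somatosensory-like neurons, so T2-like contrasts were made against mixed groups. In T3-like neurons Penk averaged 690.4 ± 147 (log2 fold change 7.60, standard error 0.68, adjusted p = 0.0016) and Lypd1 371 ± 35.2 (log2 fold change 7.93, standard error 0.54, adjusted p = 0.00052). All but Slc38a11 were among the genes of the sub-cluster tree, and leaving any of them out moved 0 neurons.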

Expression levels for three exemplar genes for each sub-cluster are presented for each of the 96 cells (Fig. 4c). These exemplar genes encode proteins spanning a diversity of neuronal functions, including neuropeptides (*Penk*), receptors and transporters (*Slc38a11*, *Trhr*), cell surface adhesion and recognition molecules (*Olfm3*, *Cd302*), and proteins related to cellular metabolism and trafficking (*Itm2a*, *Hspb3*, *Kcnip1*, *Lypd1*).

**Fig. 4:**
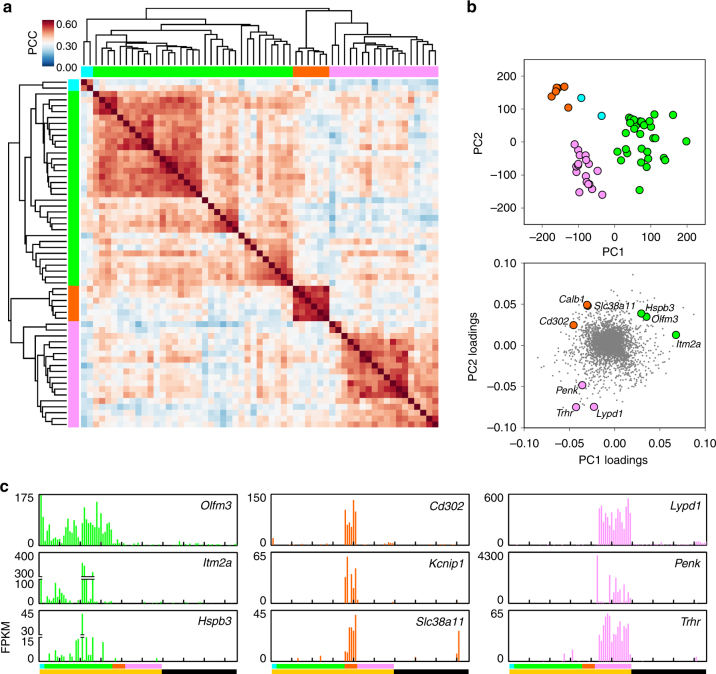
Gustatory neurons in the geniculate ganglion fall into three sub-clusters. **a**. The 59 sequenced neurons identified as gustatory (Fig. 2a) were subjected to hierarchical clustering of Pearson Correlation Coefficients based on 580 taste neuron-selective genes (FPKM values ≥ 5-fold higher in gustatory neurons and FPKM ≥ 1, averaged across all 59 gustatory neurons). The dendrogram across the *top* and *left* indicate three main sub-clusters, which are assigned colors, T1 green (33 neurons), T2 orange (6 neurons), T3 pink (18 neurons). Two neurons (cyan) at far left do not cluster well with any others. The correlogram displays PCC values for each cell against all others on a heat scale. **b**. Principal component analysis of the same 59 gustatory neurons, assessed for 8150 genes expressed at significant levels in taste neurons, plotted according to PC1 and PC2 scores. Individual cells are color-coded as indicated by hierarchical clustering in **a**. Loadings of the 8150 genes from PC1 and PC2 are plotted in the *lower* scatter plot. Three representative genes selective for each gustatory subcluster are indicated by symbols colored as in **a**. **c**. *Bar graph* of FPKM values for 3 genes that are selectively expressed in each of the 3 gustatory sub-clusters. 59 gustatory neurons are arrayed according to the subgroups assigned by the dendrogram (colors as in **a**), followed by 37 somatosensory neurons (black, as in Fig. 2a)

### Transcription factors

If the gustatory sub-clusters represent distinct neuronal cell types, they should express unique profiles of transcription factors that determine their identities. Thus, we conducted PCA on all 59 gustatory neurons based on their expression levels across a list of 976 transcription factors, co-factors and chromatin-remodeling proteins (collectively termed TFs). When color codes designating the three taste neuron sub-clusters (Fig. 4a) are displayed for all 59 neurons in the TF-based PCA, it is apparent that neurons within a taste sub-cluster have a similar pattern of TF expression (Fig. 5a). It should be noted that fewer than 8% of the 580 genes used in the initial HCA (Fig. 4a) were TFs. That is, the two independent analyses, HCA and PCA, were conducted on substantially different sets of genes, and produce identical outcomes of cellular groupings. The gene loadings in the PCA (Fig. 5a) suggest that many candidate TFs are expressed selectively in each taste sub-cluster. 

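Among gustatory transcription factors, Eya1 averaged an FPKM of 31.7 ± 1.11 (SD, n = 2 chips) in gustatory-like and 1.06 ± 0.278 in somatosensory-like neurons (log2 fold change 4.92, standard error 0.24, adjusted p = 0.00025). Tlx2 averaged 58.0 ± 8.99 and 6.09 ± 0.771, and Thrsp 53.6 ± 5.83 and 5.36 ± 4.61, with log2 fold changes of 3.14 and 3.23, past the threshold. The T2-like mean of Thrsp was 4.80 ± 3.89, in the range of the somatosensory-like neurons. Among somatosensory transcription factors, Ldb2 averaged 49.0 ± 4.14 in somatosensory-like and 0.415 ± 0.105 in gustatory-like neurons (log2 fold change -6.87, standard error 0.24, adjusted p = 0.00013), Pdlim1 32.2 ± 3.56 and 0.660 ± 0.0578, and Mef2c 23.5 ± 2.49 and 2.16 ± 0.0644. For T2-like neurons Meis1 averaged 9.71 ± 1.49 (log2 fold change 5.35, standard error 0.89, adjusted p = 0.0097; on linear-FPKM clusters 3.30, not past the threshold), Tbx2 7.77 ± 4.91 (log2 fold change 4.72, standard error 0.60, adjusted p = 0.0031) and Dach2 5.69 ± 1.76 (log2 fold change 10.50, standard error 0.66, adjusted p = 0.00012). For T3-like neurons Prox2 averaged 7.31 ± 3.81 and was detected in 12 of 15 (log2 fold change 6.52, standard error 0.88, adjusted p = 0.0091). It fell short of the threshold on linear-FPKM clusters (3.51) and without the T3-like sum of chip 3 (5.92). Phox2a, detected in 10 of 15 T3-like neurons, passed the threshold (log2 fold change 4.75, standard error 0.96, adjusted p = 0.045) but not with the chip as a block (4.85), on linear-FPKM clusters (3.20), or with either T1-like or either T3-like sum left out. Twist2 was detected in 12 of 15 and did not pass (log2 fold change 6.97, standard error 1.84, adjusted p = 0.12), while DESeq2 (5.94), limma (1.48) and the test without a filter called it.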

To visualize these, we generated a heat map display (Fig. 5b) of FPKM values across all 96 cells for gustatory, somatosensory and sub-cluster selective TFs.

**Fig. 5:**
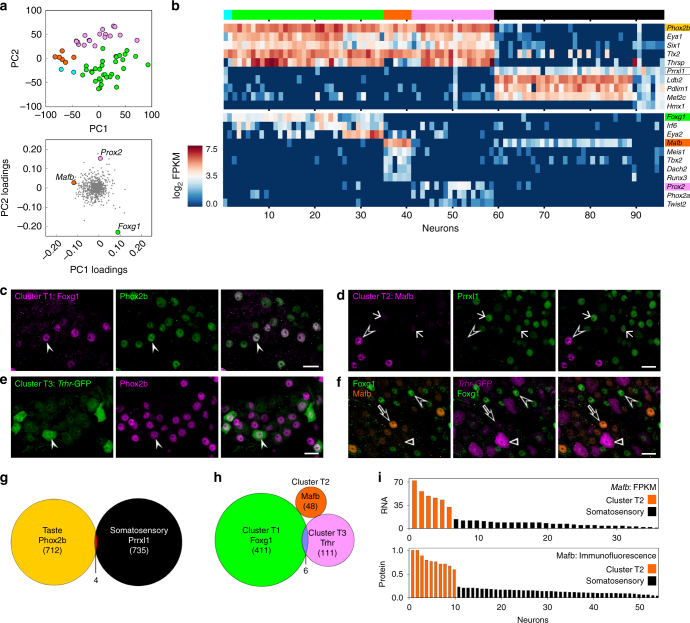
Transcription factors (TFs) define non-overlapping subclusters of gustatory neurons. **a**. PCA of 59 gustatory geniculate ganglion neurons, colored as in Fig. 4a, based on expression of 976 TFs (*upper* plot). Principal component loadings (*bottom* plot) reveal divergent positions occupied by sub-cluster-selective TFs. **b**. Expression levels (log_2_ FPKM) of TFs in all 96 neurons. Gustatory neuron sub-clusters, T1, T2, T3, are green, orange and pink respectively; somatosensory neurons are black. The *upper* heat map shows expression of 5 gustatory- and 5 somatosensory-selective TFs. The *lower* heat map shows expression levels for 11 gustatory sub-cluster-selective TFs. **c**. Immunostaining of a geniculate ganglion for Foxg1 (proposed T1 marker) and Phox2b (gustatory marker). All Foxg1+ neurons counted (243 neurons; 3 mice) were also Phox2b-immunoreactive filled arrowhead; Foxg1+ neurons accounted for 59% of Phox2b+ neurons. **d**. Immunostaining of a geniculate ganglion with anti-Mafb (proposed T2 marker) and anti-Prrxl1 (somatosensory marker). Mafb-bright nuclei (unfilled triangle) do not overlap with Prrxl1-immunoreactivity (0 of 29 nuclei; 3 mice). However, faint staining for Mafb was also detected in many Prrxl1-positive (i.e. somatosensory) nuclei. **e**. Immunostaining of a ganglion from a Trhr-GFP mouse (proposed T3 marker) with anti-GFP and anti-Phox2b. 80 of 81 GFP+ neurons (3 mice) contained a Phox2b-immunoreactive nucleus. **f**. Triple immunostaining for Foxg1, Mafb, and GFP on geniculate ganglia from a *Trhr*-GFP mouse reveals a mutually exclusive pattern of expression of the three markers. **g**. Venn diagram of Phox2b, Prrxl1, and NeuN expression based on triple immunofluorescence (expanding on Fig. 3b). Of 1452 NeuN+ nuclei examined (from 3 mice), only 4 were immunoreactive for both Phox2b and Prrxl1 and 1 stained for neither. **h**. Venn diagram for taste sub-clusters, based on triple immunofluorescence for Mafb, Foxg1 and GFP on geniculate ganglia from Trhr-GFP mice. 570 of 576 cells (3 mice) displayed a non-overlapping pattern of the three markers. **i**. *Bar graphs* compare FPKM values for *Mafb* (T2 neurons) across all sequenced neurons and quantified fluorescence after immunostaining for Mafb. Co-staining with Prrxl1 (as in **d**) was used to assign neuronal identity to either taste cluster T2 or the somatosensory cluster. All *scale bars*, 20μm

We then validated the patterns of TF expression using immunostaining. We selected candidates based on disparate positions on the gene loadings plot (Fig. 5a) and by their computed differential expression across taste sub-clusters (Fig. 5b). These analyses suggested *Foxg1*, a forkhead box family TF, as a marker for sub-cluster T1 (green). Antibody against Foxg1 stained a large subset of neuronal nuclei in geniculate ganglion (Fig. 5c) and all were also immunoreactive for *Phox2b*. This confirmed that *Foxg1* is limited to a subset of taste neurons. For sub-cluster T2 (orange), we selected *Mafb*, a bZIP transcription factor. We stained sections of geniculate ganglia with antibodies against Mafb and Prrxl1, the somatosensory marker. Only a few nuclei stained brightly for Mafb (Fig. 5d, unfilled triangle), consistent with the small population of neurons in the T2 sub-cluster. All such Mafb-bright nuclei were negative for Prrxl1 (Fig. 5d). In addition, we observed many neuronal nuclei that stained only faintly for Mafb, and were immunoreactive for Prrxl1 (arrow, Fig. 5d). In RNAseq data, we noted that most somatosensory neurons also expressed *Mafb*, but at FPKM values 5–10 fold lower than in taste sub-cluster T2 (Fig. 5i). To compare RNA and protein distributions, we quantified Mafb immunofluorescence. At both RNA and protein levels (Fig. 5i), Mafb displays strong expression in sub-cluster T2, weak expression in somatosensory, and no expression in other neurons. This observation was also confirmed by double staining for Mafb and Phox2b (Supplementary Fig. 6).

For taste sub-cluster T3 (pink), we considered several candidate TFs suggested in the heat map. However, low expression levels and lack of highly specific antibodies prevented completion. Instead, we used a surrogate marker, *Trhr*, that is selectively expressed in all sub-cluster T3 neurons (Fig. 4c). 

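Trhr, on chromosome 15 of mm9 from 44027681 to 44067458, was detected in 15 of 15 T3-like neurons, at 9.11 to 61.2 FPKM, with a mean of 40.9 ± 4.31 (SD, n = 2 chips). Means were 0.914 ± 1.26 in T1-like neurons, 0.205 ± 0.190 in T2-like neurons and 1.05 ± 0.926 in somatosensory-like neurons. The highest value outside T3-like neurons was 35.4, in the neuron at site 7 of chip 1. The T3-like contrast gave a log2 fold change 6.51, standard error 1.00, adjusted p = 0.015. With the T3-like sum of chip 1 or of chip 3 left out, the change was 6.63 and 6.39, and neither passed the threshold.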

We visualized *Trhr* expression via a transgenic strain, *Trhr-*GFP (Supplementary Fig. 5c, d). Geniculate ganglia from *Trhr-*GFP mice contained a few distinctly labeled neurons that were always Phox2b-immunoreactive (i.e. gustatory neurons; Fig. 5e, filled arrowhead). We also stained *Trhr*-GFP ganglia for both Foxg1 and Mafb (Fig. 5f) and found that neurons only express one of the three markers, confirming that these three markers, Foxg1, Mafb and Trhr, define three non-overlapping sets of gustatory neurons in the ganglion (Fig. 5h). It was not possible, given the constraints of combining primary antibodies, to test whether the T1, T2 and T3 sub-clusters account for all taste neurons.

The dendrogram that identifies taste sub-clusters (Fig. 4a) suggests that T1 and T3 may include further sub-classes. However, the 59 gustatory neurons in this analysis do not offer sufficient power to resolve these groupings at present.

### Neurotransmitter phenotype

To assess if geniculate ganglion neurons differ in the neurotransmitters to which they respond, and if this sensitivity varies according to the groupings we observed above, we examined receptors for three neurotransmitters previously associated with taste bud cells. ATP is the documented transmitter and P2rx2/3 are the cognate receptors at the peripheral afferent synapse^22^. 5HT and GABA are synthesized in and secreted by one or more cell types in mammalian taste buds^23–25^. Thus, we screened our sequence data to identify the most prominently expressed receptors for each of these three transmitters (Fig. 6a). Among the P2 receptors, *P2rx2/3* displayed the highest FPKM values and expression was limited to taste neurons. 

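Of the 12 P2 receptor genes in the expression table, the mean over all 96 neurons was highest for P2rx2 (FPKM 303), followed by P2rx3 (92.9), P2ry1 (59.2) and P2ry14 (22.6). The remaining members had means of at most 7.19. In T1-like neurons P2rx2 averaged 629 ± 116 (SD, n = 2 chips) and in T3-like neurons 502 ± 3.73, and P2rx3 averaged 185 ± 22.8 and 115 ± 3.89.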

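In T2-like neurons P2rx2 averaged an FPKM of 8.37 ± 2.20 (SD, n = 2 chips), which the T1-like and T3-like neurons together exceeded 69.4-fold (log2 fold change -5.98, standard error 0.24, adjusted p = 2.1e-05). The T2-like level was 0.946 times the somatosensory-like mean, 0.671 on chip 1 and 1.32 on chip 3. That somatosensory-like mean includes the neuron at site 7 of chip 1, at 184, which also carried transcripts typical of T3-like neurons. P2rx3 was at 88.7 ± 28.1 in T2-like neurons, -0.67 on the log2 scale from the other sub-clusters (adjusted p = 0.047), a change smaller than 2-fold.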

Surprisingly, the 6 neurons in taste sub-cluster T2 (orange) expressed much lower levels of *P2rx2* than other taste neurons. Three metabotropic purinoceptors, *P2yr1*, *P2yr12* and *P2y14*, were also expressed in many of the 96 sequenced neurons, but at much lower levels per cell. 

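P2ry1 was detected in all 96 neurons, with means of 53.8 ± 9.68 (SD, n = 2 chips) in gustatory-like and 67.9 ± 15.1 in somatosensory-like neurons (log2 fold change -0.39, standard error 0.17, adjusted p = 0.21). P2ry14 was detected in 51 of 58 gustatory-like neurons (mean 37.2 ± 10.6) and in 22 of 38 somatosensory-like neurons (mean 1.08 ± 0.297; log2 fold change 4.91, standard error 0.24, adjusted p = 0.00025). P2ry12 was found in 40 of 96 neurons. Its mean was 26.0 ± 19.0 in T3-like neurons, where it was detected in 15 of 15, and at most 0.711 ± 0.846 in the other sub-clusters (log2 fold change 5.25, standard error 0.63, adjusted p = 0.0057). Without the T3-like sum of chip 1 (4.33) and on linear-FPKM clusters (2.58) it was not past the threshold.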

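Of the 13 5HT receptor genes in the expression table, Htr3a had the highest mean over the 96 neurons, an FPKM of 174, followed by Htr1d at 20.0, Htr3b at 11.1 and Htr7 at 3.84. The other 9 were at 2.50 or below.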

Among receptors for 5HT, the ionotropic receptor gene, *Htr3a* was most prominently expressed as previously reported^26^. *Htr3a* was seen consistently in sub-cluster T3 (FPKM 88-1074), but also in many additional neurons (FPKM up to 485). 

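Htr3a, on chromosome 9 of mm9 from 48707318 to 48719204, had an FPKM of 407 to 1074 in the 15 T3-like neurons, with a mean of 758 ± 83.9 (SD, n = 2 chips). The 10 highest of the 96 neurons were all T3-like. In T2-like neurons it ranged from 129 to 485 (mean 249.8 ± 70.6), in T1-like neurons from 0.235 to 422 (mean 59.4 ± 3.27) and in somatosensory-like neurons from 0.599 to 293 (mean 40.5 ± 16.6). The T3-like contrast gave a log2 fold change 2.59, standard error 0.15, adjusted p = 0.00036. The unassigned neuron at site 35 of chip 1 had 88.0.

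**Figure D1:**
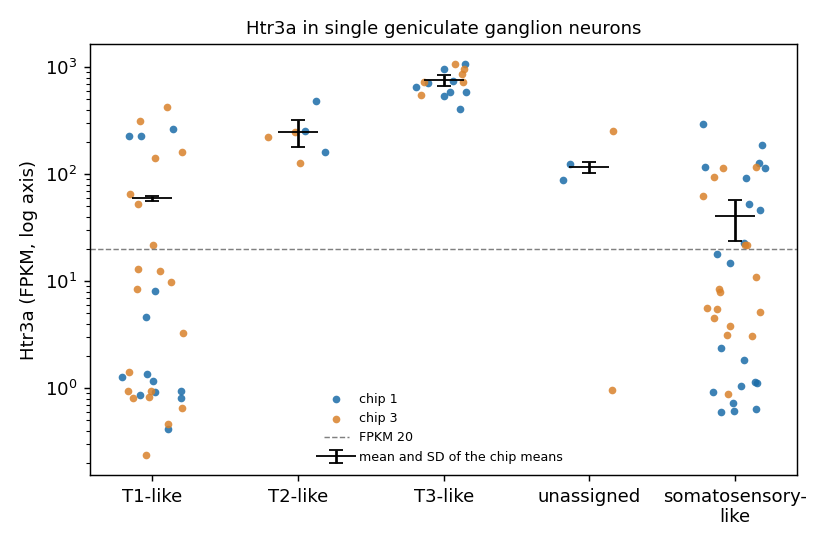
Htr3a FPKM of each of the 96 neurons on a log axis, by cluster and chip, with the mean and SD of the 2 chip means. All 15 T3-like neurons lie at 407 or above, and the T1-like and somatosensory-like neurons spread over both sides of FPKM 20 (dashed line).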

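In somatosensory-like neurons Htr3b averaged an FPKM of 19.8 ± 2.21 (SD, n = 2 chips) and was detected in 34 of 38, against 5.58 ± 0.391 and 28 of 58 in gustatory-like neurons (log2 fold change -1.75, standard error 0.15, adjusted p = 0.0012). Within the gustatory-like neurons the mean was 20.1 ± 7.40 in T3-like, 3.48 ± 2.10 in T2-like and 0.120 ± 0.0902 in T1-like neurons, so that T3-like and somatosensory-like neurons differed by less than the spread between chips. Htr1d averaged 42.1 ± 3.12 in somatosensory-like and 5.39 ± 0.633 in gustatory-like neurons (log2 fold change -3.01, standard error 0.16, adjusted p = 0.00031), with 22.9 ± 1.17 in T2-like neurons.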

*Htr3b* was expressed primarily in somatosensory neurons (black cluster), along with the metabotropic receptor, *Htr1d*. 

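Gabra2 was detected in 95 of 96 neurons. It averaged an FPKM of 44.4 ± 7.89 (SD, n = 2 chips) in gustatory-like and 64.0 ± 6.36 in somatosensory-like neurons, a difference that did not pass the threshold (log2 fold change -0.60, standard error 0.15, adjusted p = 0.054), with 167 ± 15.2 in T2-like neurons.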

Among receptors for GABA, the ionotropic receptor essential subunits, *Gabra1* and/or *Gabra2*, were detected in all sequenced neurons with higher levels in taste neurons. 

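Gabrb2 was detected in all 96 neurons, Gabrg1 in 93 and Gabrb1 in 58. Gabrd was detected in 5, Gabrg3 in a single neuron. Mean FPKM in gustatory-like and somatosensory-like neurons were 90.5 ± 3.00 and 12.1 ± 0.168 (SD, n = 2 chips) for Gabrb2 (log2 fold change 2.82, standard error 0.09, adjusted p = 0.00013) and 25.3 ± 0.566 and 9.67 ± 1.62 for Gabrg1. T2-like neurons had the lowest Gabrb2 mean of the sub-clusters, 8.85 ± 1.48, and the highest Gabrg1 mean, 70.0 ± 16.6.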

The β, γ and δ subunits required for building functional GABA receptors and conferring diverse pharmacological properties also were expressed across the 96 neurons in the RNAseq data set and confirmed by single-cell RT-PCR (Supplementary Fig. 7a, b).

**Fig. 6:**
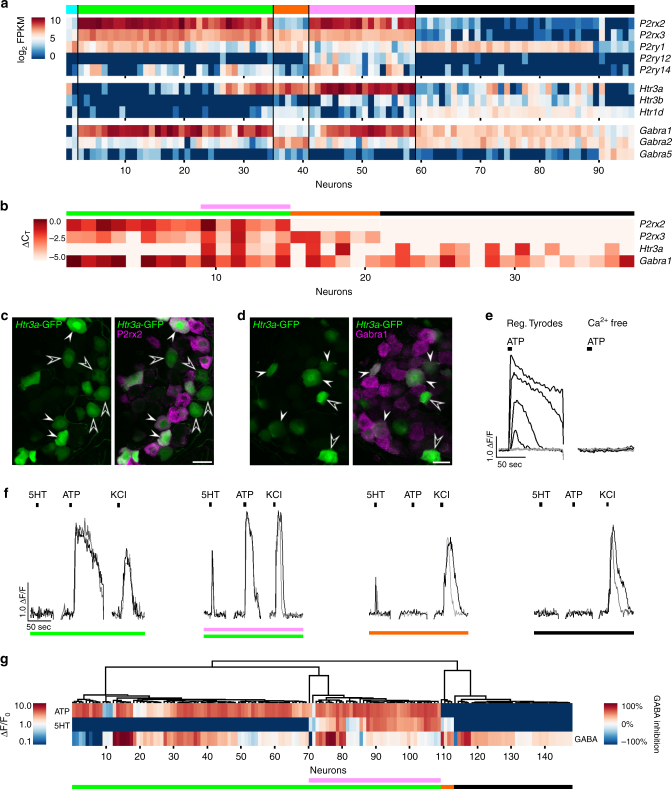
Gustatory neuron sub-clusters and the somatosensory neuron cluster differ in their neurotransmitter phenotype. **a**. FPKM values for the most prominent purinergic, serotonergic, and GABAergic receptors expressed in 96 sequenced geniculate ganglion neurons. Neurons are arrayed as in Figs. 4a and 5b, with T1 (green), T2 (orange), and T3 (pink) sub-clusters of gustatory neurons followed by somatosensory (black) neurons. **b**. Heat map based on single-cell RT-qPCR in 38 manually isolated geniculate ganglion neurons. Based on expression pattern for *P2rx2*, *P2xr3*, *Htr3a*, and *Gabra1*, these neurons were classified *post-hoc* into the sequencing-derived clusters. **c**. Geniculate ganglion from *Htr3a*-GFP mouse reveals that some GFP+ neurons are P2rx2-immunoreactive (filled arrowhead) while other GFP+ neurons lack P2rx2 (Δ). GFP is visualized by native fluorescence, without immunostaining. **d**. Immunostaining for Gabra1 in a geniculate ganglion from a *Htr3a*-GFP mouse. The majority of neurons are brightly or faintly immunoreactive for Gabra1, consistent with sequencing data. Occasional neurons that are GFP-bright but lack Gabra1 (unfilled triangle) may represent gustatory sub-cluster T2 or the somatosensory cluster. **e**. Representative traces from Ca^2+^ imaging of GCaMP3-expressing geniculate ganglion neurons, acutely dissociated, cultured and stimulated with ATP (10 μM) in the presence or absence of extracellular Ca^2+^ in the bath. Traces for four neurons that responded (black) to ATP and three that did not (grey) are shown. **f**. Representative traces showing different patterns of responses from four neurons that were sequentially stimulated with 10 μM ATP, 10 μM 5HT and 50 mM KCl. Superimposed black and grey traces are replicate responses of the same cell. **e**. HCA of Ca^2+^ responses in 148 neurons to ATP, 5HT and GABA (3 experiments, 12 ganglia). The dendrogram sorted all 148 neurons into four groups based on patterns of responses. The heat map below the dendrogram shows the magnitude of responses to neurotransmitters (ΔF/F for ATP and 5HT; % inhibition by GABA). 100% inhibition indicates complete loss of KCl response; −100% indicates a 2-fold increase in Ca^2+^ response to KCl (see Methods and Supplementary Fig. 8d, e). Groupings were re-assigned with RNAseq clusters (colored bars) *post-hoc* based on the correspondence between response patterns and expression of cognate receptors. All *scale bars*, 20 µm

We validated RNAseq data on the most prominently expressed subunits using single-cell RT-qPCR on 38 freshly isolated geniculate ganglion neurons. Each cell’s cDNA was tested for *Snap25* (positive control), *P2rx2*, *P2rx3*, *Htr3a* and *Gabra1* (Fig. 6b). The data permitted us to classify individual neurons, *post-hoc*, into the sub-clusters established above. For example, neurons lacking both *P2rx2* and *P2rx3* are similar to the somatosensory (black) cluster, cells with strong expression of *P2rx2/3* but without *Htr3a* are similar to sub-cluster T1 (green) cells, while cells expressing *P2rx3* without *P2rx2* are similar to sub-cluster T2 (orange) cells.

For an independent validation of sequencing data, we employed immunofluorescence for P2rx2 and Gabra1 on ganglia from *Htr3a*-GFP mice^27^. First, we visualized native fluorescence of GFP without immunostaining to obtain a more quantitative estimate of *Htr3a* gene expression. We observed graded intensities of fluorescence, consistent with sequence and RT-PCR data. Many GFP-expressing neurons were immunoreactive for P2rx2 (Fig. 6c, ). Across the sections, neurons expressed GFP and/or P2rx2, i.e. in a pattern similar to sequence and RT-PCR data (Fig. 6a, b). Antibody against Gabra1 displayed staining in the majority of neurons, including some with and others without GFP (Fig. 6d).

Third, we tested for neurotransmitter receptor function using GCaMP3-expressing geniculate ganglion neurons^6^. Dissociated ganglion neurons were stimulated with KCl to confirm viability (see Methods and Supplementary Fig. 8b, c). Based on the expression of several purinoceptors in geniculate ganglion neurons, we tested for responses to ATP. To discriminate between P2rx- and P2ry-mediated signals, we tested whether responses were dependent on extracellular Ca^2+^ (Fig. 6e) Of 49 neurons tested, 18 responded to ATP (10 μM), and all responses were abolished when the bath solution lacked Ca^2+^, implicating P2rx receptors.

Next, we stimulated sequentially with ATP (10 μM), 5HT (10 μM), and GABA (100 μM). Representative traces of the responses are shown in Fig. 6f. Responses to GABA were measured as the change in Ca^2+^ response to KCl in the absence and presence of GABA (i.e. GABA-mediated inhibition; Supplementary Fig. 8d, e). In aggregate, the large majority of neurons displayed a GABA-mediated decrease of Ca^2+^, with inhibition ranging from barely detectable to 100% inhibition. The peak amplitudes of Ca^2+^ responses in 148 cells to all three transmitters were analyzed by unsupervised HCA (Fig. 6g). In the dendrogram, sensitivity to ATP and 5HT drove the first- and second-order groupings respectively. Responses to GABA did not appear to track with the cell type classification, consistent with immunostaining for Gabra1 (Fig. 6d).

We assessed whether the pattern of responses to the three transmitters resembles expression of the cognate receptors in sequence data (Fig. 6a). The P2rx3 receptor is known to desensitize rapidly (<100 ms) while the P2rx2 receptor desensitizes > 100-fold more slowly^28^. Thus, we surmise that the broad responses to ATP that we recorded are derived entirely from P2rx2-expressing neurons. Neurons which express only P2rx3 are unlikely to yield visible Ca^2+^ responses to ATP that can be resolved at our imaging rate of 1 frame/1.5 s. P2ry receptors are unlikely to generate Ca^2+^ responses in these experiments (Fig. 6e) because responses are dependent on extracellular Ca^2+^, and ATP does not strongly activate either of the expressed P2Y receptors; P2ry14 responds principally to UDP-glucose and UDP-galactose, while P2ry1 and P2ry12 respond to ADP^29, 30^. Thus, responses to ATP and 5HT can reasonably be attributed to the expression of P2rx2 and Htr3a, respectively. The pattern of responses seen in individual traces and in the dendrogram (Fig. 6f, g) could be overlaid *post-hoc* with a classification based on gene expression. Cells which responded to ATP but not 5HT resemble T1 neurons; cells which respond to both ATP and 5HT resemble T1 or T3 neurons; and cells that responded to 5HT but not ATP resemble T2 neurons (colored bars in Fig. 6f, g).

Recent reports^26, 31^ have proposed that *Htr3a*-GFP marks gustatory neurons that selectively innervate sour-sensing taste bud cells. In contrast, our transcriptome data indicate that *Htr3a* is expressed quite broadly within all sub-types of gustatory and even some somatosensory neurons (Fig. 7a). Although many of the highest FPKM values for *Htr3a* were in neurons of sub-cluster T3, more than half (49) of all the sequenced neurons expressed *Htr3a* at significant levels (FPKM ≥ 20). 

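An Htr3a FPKM of at least 20 was found in 49 of 96 neurons, or 51.0% (95% exact Clopper-Pearson interval 40.6% to 61.4%), and in 54 and 44 neurons at limits of 10 and 50. By cluster, it was found in 15 of 15 T3-like, 6 of 6 T2-like, 10 of 33 T1-like, 3 of 4 unassigned and 15 of 38 somatosensory-like neurons. Every neuron outside T3-like had an FPKM above 0.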

To confirm if geniculate ganglia from *Htr3a-*GFP mice also show this broad pattern of transgene expression, we stained sections with antibodies against GFP and cluster markers (defined above). GFP-immunoreactivity was detected in many Prrxl1-immunoreactive (i.e somatosensory) neurons (Fig. 7b), some Foxg1+ (T1) and most Mafb+ (T2) neurons (Fig. 7d), mirroring the pattern from sequence data (Fig. 7a).

**Fig. 7:**
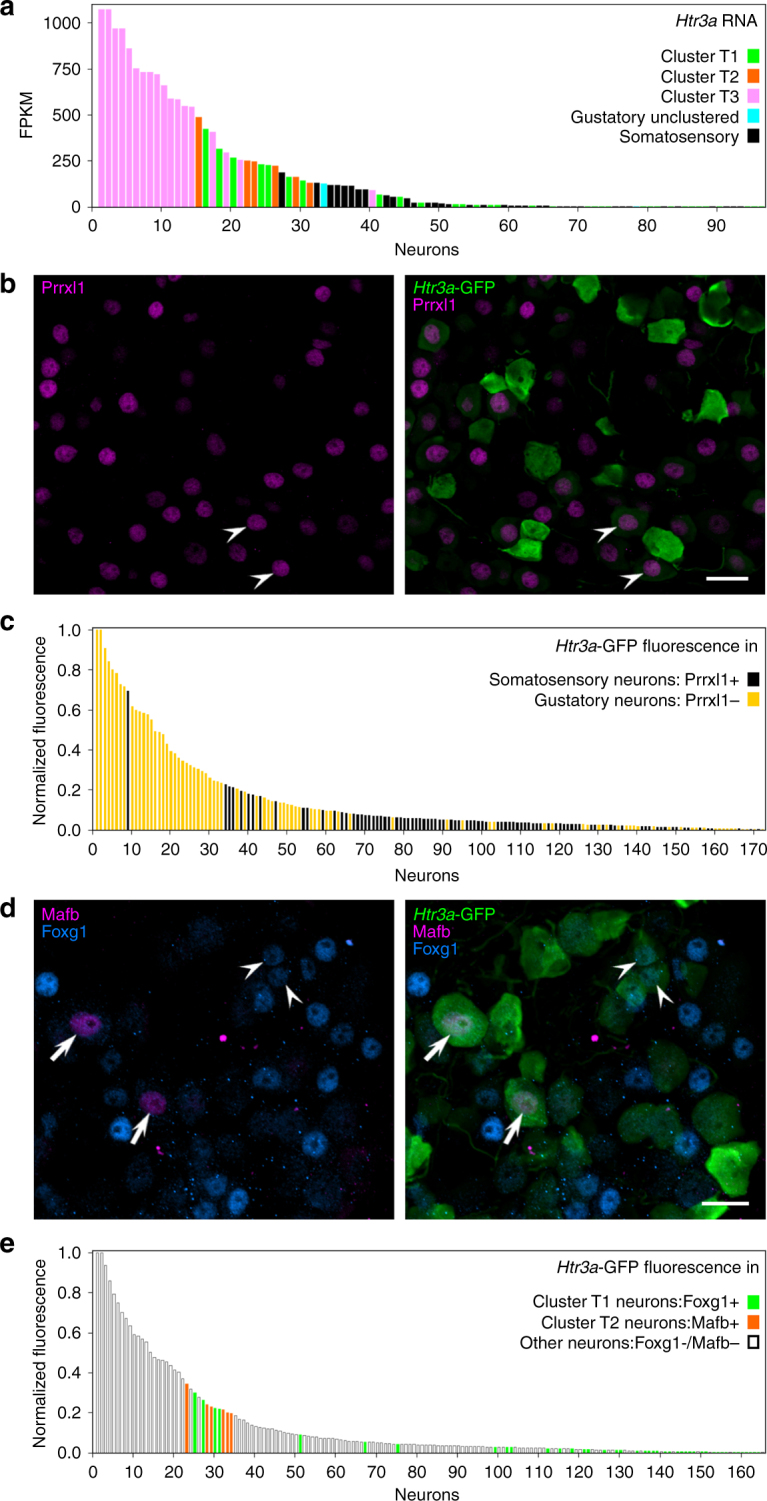
Htr3a does not mark a natural grouping of neurons. **a**. Bar graph of FPKM values for *Htr3a* in 96 sequenced neurons. Bars are colored according to the sub-cluster identity of each neuron according to HCA (Figs. 2a, 4a). **b**. Cryosection of geniculate ganglion from *Htr3a*-GFP mouse, immunostained for Prrxl1. Some somatosensory neurons in the ganglion are GFP+ (filled arrowhead). **c**. Native GFP fluorescence was quantified (using Image J) in *Htr3a-*GFP ganglion cryosections similar to **b**. GFP fluorescence intensity is a continuum and is displayed for Prrxl1+ (somatosensory, black) and Prrxl1-negative (gustatory, yellow) neurons. **d**. Cryosection of ganglion from *Htr3a-*GFP mouse, immunostained for Foxg1 and Mafb (markers for sub-clusters T1 and T2, respectively). GFP+ neurons are seen with unstained nuclei, with Foxg1-immunoreactive (arrow) or Mafb-immunoreactive (filled arrowhead) nuclei. Here, only the brightest Mafb+ (i.e. T2) neurons can be seen. **e**. Native fluorescence of GFP was quantified in all neurons in sections similar to **d**. GFP intensity in T1 and T2 neurons is displayed in colors assigned previously. Bar graphs in **a**, **c** and **e** show that Htr3a expression does not demarcate a specific group of neurons in the ganglion. *Scale bars*, 20 µm

We also quantified the fluorescence intensity of native GFP (i.e. without anti-GFP) in *Htr3a-*GFP geniculate ganglion neurons in cryosections that were counterstained with anti-Prrxl1 or anti-Mafb and anti-Foxg1. GFP fluorescence intensity in neurons was detected as a continuum (Fig. 7c, e). Many neurons with visible GFP fluorescence contained nuclei that were stained for Prrxl1, Mafb, or Foxg1. Thus, our interpretation is that neither *Htr3a* itself, nor GFP in this transgenic line mark a homogeneous cell type population in the geniculate ganglion. Most of the brightest GFP neurons may belong to taste sub-cluster T3, but it is not possible to distinguish these from GFP-expressing neurons of other sub-clusters by GFP intensity alone. We also note that Ca^2+^ responses to 5HT were obtained in ATP-responsive and non-responsive neuron (Fig. 6f, g). That is, our functional data support the interpretation that Htr3a does not mark a homogeneous class of neurons.

### Mechanosensitivity in taste neurons

To begin exploring the functional significance of gustatory sub-clusters, we focused on taste sub-cluster T2 (orange). In the first-level PCA (Fig. 2b), these neurons occupied a position partway between the majority of taste neurons on the left, and somatosensory neurons on the right (displayed in Fig. 8a by re-coloring the original PCA graph). In this small T2 sub-cluster, the expression of several hundreds of genes is taste-like (Supplementary Fig. 4b). Yet importantly, many T2-selective genes (Fig. 8b) are associated with mechanosensitive neurons in trigeminal or dorsal root ganglia, including *Hs3sT2* ^32^, *Runx3* ^33^, *Gfra2* ^34^ and *Spp1* ^35^. 

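T2-like neurons had a mean score on the first principal component of 6.83 on chip 1 and 1.92 on chip 3, T1-like neurons 37.5 and 34.7, and T3-like neurons 39.0 and 34.8. On the way from the mean of the T1-like and T3-like neurons to that of the somatosensory-like neurons they stood at 37.6%, 37.3% on chip 1 and 37.9% on chip 3. With linear FPKM the position was 8.69%. The somatosensory-like scores themselves ran from -61.3 to 4.79.

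**Figure D2:**
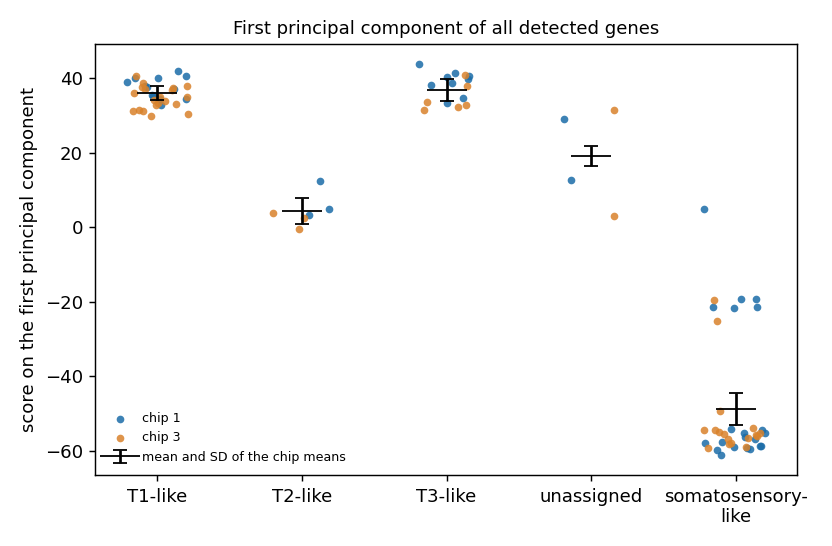
Score of each of the 96 neurons on the first principal component (no unit) by cluster and chip, with the mean and SD of the 2 chip means. The 6 T2-like neurons lie between -0.397 and 12.3, below all T1-like and T3-like neurons.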

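Taste-selective genes were defined by a mean FPKM in T1-like and T3-like neurons of at least 10 and at least 5 times the somatosensory-like mean. T2-like neurons had no part in the choice, which by itself lowers their level of the chosen genes. Of these 168 genes, T2-like neurons had 55 at 50% or more of the level in T1-like and T3-like neurons and 53 at 10% or less. The median over the 168 genes was 29.9%, with 34.0% on chip 1 and 22.5% on chip 3.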

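In T2-like neurons Hs3st2 averaged an FPKM of 37.2 ± 9.83 (SD, n = 2 chips), against 0.157 ± 0.0338 in T1-like and T3-like neurons together (log2 fold change 7.93, standard error 0.44, adjusted p = 7.5e-05). Runx3 averaged 6.15 ± 0.0375 and 0.0222 ± 0.00762 (log2 fold change 8.56, standard error 0.54, adjusted p = 0.00012). Neither passed the threshold on clusters made with linear FPKM (log2 fold changes 3.13 and 3.80), where the groups compared with T2 held 1 T2-like and 8 somatosensory-like neurons. Gfra2 averaged 12.7 ± 0.884 and 0.276 ± 0.0646 (log2 fold change 5.48, standard error 0.38, adjusted p = 0.00017), with 0.307 in the neuron at site 43 of chip 1, the lowest of the 6. Spp1 averaged 94.3 ± 95.3 and 0.993 ± 0.686 (log2 fold change 6.94, standard error 0.87, adjusted p = 0.0030). In somatosensory-like neurons the means were 3.19 ± 1.87 for Hs3st2, 0.250 ± 0.289 for Runx3, 1.13 ± 0.448 for Gfra2 and 37.5 ± 10.0 for Spp1.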

We also observed genes that are shared between sub-cluster T2 and the somatosensory neurons of the geniculate ganglion (e.g. *Pcdh7*, *Cadps2*). Indeed, *Mafb*, which we use as a marker of T2 neurons, is also expressed at lower levels in the somatosensory neurons (Fig. 5). 

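Pcdh7 averaged an FPKM of 39.6 ± 4.76 (SD, n = 2 chips) in T2-like and 14.6 ± 2.66 in somatosensory-like neurons, against 0.273 ± 0.212 in T1-like and 0.703 ± 0.548 in T3-like neurons (T2-like contrast, log2 fold change 6.68, standard error 0.52, adjusted p = 0.00027). For Cadps2 the means were 59.6 ± 16.6 and 76.2 ± 25.6, against 0.860 ± 0.609 and 0.814 ± 0.276 (log2 fold change 6.22, standard error 0.40, adjusted p = 0.00013).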

Because electrophysiological recordings from taste afferents reveal responses to mechanical and other somatosensory stimuli^4, 22, 36, 37^, the combination of gustatory and somatic transcriptomes in these neurons is noteworthy.

**Fig. 8:**
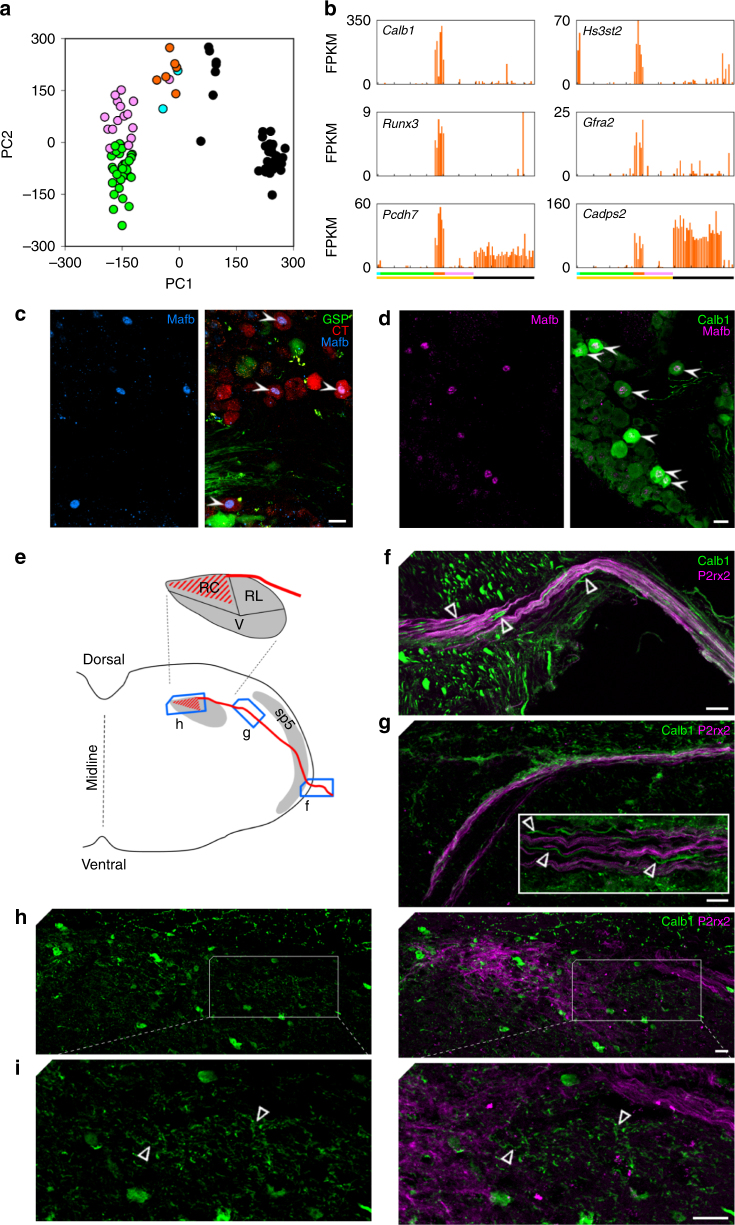
Mechanosensory-like taste neurons of the geniculate ganglion. **a**. PCA from Fig. 2b, re-colored as assigned in Fig. 4a to display taste sub-clusters, T1, T2, T3, and somatosensory cluster. Neurons of sub-cluster T2 (orange) appear midway between other taste neurons and the somatosensory (black) neurons of the ganglion. **b**. Expression in all 96 neurons of 4 genes (*Calb1, Hs3sT2, Runx3* and *Gfra2*) that are selectively expressed in T2 neurons, and 2 genes (*Pcdh7, Cadps2*) that are shared between T2 neurons and somatosensory neurons of the ganglion. Cluster and sub-cluster assignments are indicated below the bar graphs. **c**. In spite of expressing some somatosensory genes, T2 neurons are *bona fide* taste neurons as shown by the presence of anterograde labeling dye in the cytoplasm surrounding each Mafb+ nucleus (25 of 27 Mafb+ nuclei counted in 9 sections from 4 mice; filled arrowhead). **d**. Neurons of sub-cluster T2 (i.e. Mafb+, filled arrowhead) selectively express calbindin 1; few other neurons in the ganglion express this cytosolic protein. We detected this overlapping expression in 21 of 22 Mafb+ neurons in cryosections from 3 mice. **e**. Schematic of coronal section through hindbrain showing the trajectory of taste fibers in the hindbrain and terminating in the Nucleus of the Solitary Tract (NST, grey inset). Regions within the NST include the rostral-central (RC), rostral-lateral (RL) and ventral (V). Boxes depict the positions of micrographs **f**–**h**. Calb1+ fibers (unfilled triangle) enter the hindbrain (**f**) and traverse dorso-medially (**g**) alongside other taste afferent fibers, most of which are P2rx2-immunoreactive. The T2 fibers are Calb1+ but P2rx2-negative. **h**. The P2rx2+ neurons produce a triangular terminal field dorsomedially within the NST. The boxed area is shown at higher magnification in **i**. Terminal arborization of the sparse Calb1+ fibers (unfilled triangle) is most visible immediately lateral to the P2rx2+ terminal field. *Scale bar*, 20 μm

A caveat regarding the 6 neurons of sub-cluster T2 is that if one gustatory and one somatosensory neuron were captured instead of a single one, both sets of genes would appear to be expressed. To assess this possibility, we displayed the pattern of expression for ≈300 taste-selective genes on a heat map (Supplementary Fig. 4b). 

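The T2-like level of somatosensory-selective genes was measured with 6 definitions, which set a mean FPKM in somatosensory-like neurons of at least 10, 50 or 100 and 5 or 10 times the mean of T1-like and T3-like neurons. The median T2-like level ran from 1.49% to 16.0% of the somatosensory-like level, over 5 to 111 genes. Among abundant ones, Fxyd2 stood at 0.580%, Rarres1 at 0.430%, Lxn at 1.49%, Rgs4 at 1.89% and Pla2g7 at 15.1%. Genes selective for the 8 somatosensory-like neurons with Hmx1, defined in the same way, had medians of 3.81% to 16.3%. Taste-selective genes, chosen without the T2-like neurons, stood at medians of 16.1% to 29.9% of the level in T1-like and T3-like neurons over the same 6 definitions. These definitions were chosen after the T2-like neurons had been seen between the other groups on the first principal component.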

While neurons in sub-cluster T2 do slightly under-express taste genes relative to other taste neurons, their pattern is more similar to taste than somatosensory neurons. 

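With a T2-like mean FPKM of at least 10 and at least 5 times the means both of T1-like and T3-like neurons and of somatosensory-like neurons, 29 genes were found. Among them, 25 were detected in all 6 T2-like neurons, and 21 were also 5-fold above the mean of the 8 Hmx1-positive neurons. They include Pthlh (mean over the 6 neurons 60.9), Ibsp (28.9) and Fmr1nb (19.0). In each of 100 simulated sets, 6 pairs of 1 T1-like or T3-like and 1 somatosensory-like neuron of the same chip were averaged, and the sets gave a median of 0 such genes and at most 2. Averages of neurons from these groups can hardly exceed both group means 5-fold, so a number near 0 was all but fixed in advance. Pairs with a neuron of a rarer type were not simulated, and the 29 genes were picked on the T2-like neurons themselves.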

The numerous genes selectively expressed in sub-cluster T2 neurons (Fig. 8b) also is incompatible with dual-capture.

To confirm experimentally that neurons in sub-cluster T2 are taste neurons, we anterogradely-labeled taste neurons and immunostained ganglia for the T2 marker, Mafb (Fig. 8c). Nearly all Mafb-bright immunoreactive neurons were dextran-labeled via the CT or GSP nerves, confirming their status as gustatory neurons.

To trace the central projections of sub-cluster T2 neurons, it was necessary to identify an axonally transported protein (Mafb labels only nuclei). 

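Calb1, on chromosome 4 of mm9 from 15808411 to 15833856, averaged an FPKM of 201 ± 89.7 (SD, n = 2 chips) in T2-like neurons, from 42.6 to 319.6, and 0.574 ± 0.139 in T1-like and T3-like neurons (log2 fold change 9.45, standard error 0.41, adjusted p = 3.5e-05). In somatosensory-like neurons the mean was 8.70 ± 3.88, with 0 to 111 per neuron.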

From the sequencing data, we identified Calbindin 1 (Calb1) as a surrogate (Fig. 8b) and confirmed, that in geniculate ganglia, Mafb+ nuclei are consistently surrounded by Calb1+ cytoplasm (Fig. 8d). Next, we double-stained coronal sections of hindbrain with Calb1 and P2rx2. The majority of central projections of taste neurons into the nucleus of the solitary tract, (NST) are labeled by P2rx2^38^ as shown schematically (Fig. 8e). Our data on expression of neurotransmitter receptors (Fig. 6a, b) shows that T2 neurons express very little, if any, *P2rx2*. 

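Single T2-like neurons had a P2rx2 FPKM of 3.12 to 12.7, and the lowest T1-like and T3-like neurons had 90.3 and 21.0. The same T2-like neurons had 64.1 to 138 for P2rx3.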

Correspondingly, we observed that fibers immunopositive for either P2rx2 or Calb1 (but not both) entered the lateral hindbrain together (Fig. 8f) and traverse dorsally and medially in a common bundle (Fig. 8g). However, the rostral-central subdivision of the NST, which contained nearly all of the P2rx2+ terminal field did not contain Calb1+ terminals (Fig. 8h, i). Instead, we detected a sparse Calb1+, P2rx2-negative terminal field in the rostral-lateral sub-division of the NST, an area immediately lateral to the prominent P2rx2+ field. The relative sparseness of these terminals, compared to the P2rx2+ terminals, is consistent with the relatively small number of T2 neurons. Interestingly, the rostral-lateral subdivision of the NST is known to contain the terminal arbor of a subset of chorda tympani neurons that express P2rx3 but *not* P2rx2^38^.

## Discussion

By examining the transcriptome of 96 geniculate ganglion neurons, an unbiased sampling of over 10% of the entire ganglion, we found marked distinctions across its resident gustatory and non-gustatory (somatosensory) neurons. Our study identifies several molecular markers that distinguish these cell types, and define more subtle divisions among gustatory neurons.

The geniculate, petrosal and nodose ganglia have long been known to contain both gustatory and somatosensory neurons and their relative numbers have been documented using fluorescent tracers^39^. Previous efforts to distinguish somatosensory from gustatory neurons in the geniculate ganglion have been principally in the context of embryonic fate specification and targeting. The geniculate ganglion is believed to develop as the fusion of two ganglia that have separate placodal origins^17, 40^. *Phox2b* was shown to be an essential switch for the differentiation of embryonic neurons of geniculate, petrosal and nodose cranial ganglia (VII, IX, X nerves) into visceral sensory neurons^17^; in *Phox2b*-null mice, taste and other visceral sensory neurons develop central projections that resemble those of somatosensory neurons. *Pou4f1, Pou4f2* and *Prrxl1* are widely acknowledged to represent the molecular signature of trigeminal somatosensory neurons^17, 40^, consistent with their identification here as markers for non-gustatory neurons of the geniculate ganglion. In addition, *Hmx1*, a homeo-domain transcription factor, was studied during embryonic development of somatosensory neurons in several cranial ganglia including the geniculate^41^. *Hmx1* is involved in facial morphogenesis rather than neurogenesis or specification of a sensory modality. In our data set from adult ganglia, *Hmx1* is detected only at modest levels, and only in a small subset of somatosensory neurons (#90–96 in Fig. 5b). 

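Hmx1, on chromosome 5 of mm9 from 35731766 to 35735521, had an FPKM of at least 1 in 8 of 38 somatosensory-like neurons, 6 from chip 1 and 2 from chip 3, and in 1 of 58 gustatory-like neurons. In the 8 neurons it ranged from 2.31 to 13.5, and the highest of the other 30 had 0.695. The difference between the clusters passed the threshold (log2 fold change -6.16, standard error 1.35, adjusted p = 0.033). It did not with the chip as a block (-6.55), with limma (-0.61), without the gustatory-like sum of chip 3 (-5.14) or without the somatosensory-like sum of chip 1 (-6.02). On clusters made with linear FPKM, where the 8 neurons fell in the gustatory-like branch, the direction was reversed (4.93).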

Other transcription factors, including *Six1*, *Eya1* and *Eya2* (Fig. 5b) also have previously been associated with embryonic development of geniculate and petrosal ganglia, both of which contain taste neurons (reviewed,^42^).

The neurotransmitter phenotypes of geniculate ganglion neurons are heterogeneous. Our Ca^2+^ imaging data suggest a clear distinction between neurons that respond to ATP and those that do not (Fig. 6g). This is consistent with our finding that all gustatory neurons express *P2rx2* and/or *P2rx3*, whereas somatosensory neurons in this ganglion (which innervate the pinna) express very low levels, if any, of *P2rx2*, *P2rx3* (Fig. 6a). 

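At an FPKM above 1, P2rx2 or P2rx3 was found in 58 of 58 gustatory-like neurons and in 35 of 38 somatosensory-like neurons, P2rx2 in 32 and P2rx3 in 25 of the latter. Above 20, the counts were 58 of 58 and 5 of 38, with P2rx2 in 51 gustatory-like and 2 somatosensory-like neurons. Those 2 were the neurons at site 7 of chip 1 and site 36 of chip 3, which also carried T3-like transcripts.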

The metabotropic P2ry1, which is expressed in the somatosensory neurons, is insensitive to ATP, but instead, is activated by ADP which often contaminates ATP solutions^29, 30^. 

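Htr3a was above 0 in 96 of 96 neurons and Htr3b in 62. Htr3b was detected in 7 of 33 T1-like, 4 of 6 T2-like and 14 of 15 T3-like neurons. In the T1-like contrast, Htr3b had a log2 fold change -6.26, standard error 0.68, adjusted p = 0.0041, and on clusters made with linear FPKM, where the branch matched to T1 also held 10 of the 15 T3-like neurons, it was 0.12. In the T3-like contrast it had a log2 fold change 4.96, standard error 0.49, adjusted p = 0.0024.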

The ionotropic serotonin receptors *Htr3a* and *Htr3b* are broadly expressed across the geniculate ganglion without apparent relation to neuronal cell types. This does not support the interpretation that there is a unique class of geniculate ganglion neurons that express Htr3a^26, 31^. Expression levels of *Htr3a* are highly variable, and the functional significance of 5-HT signaling for all the gustatory and somatosensory cell types that express it remains unresolved. Finally, we observed a wide range of responses to GABA. This may reflect variable expression levels of GABAA receptors receptors and/or Cl^−^ gradients. No correspondence of GABA responses with neuronal cell types was apparent in our data.

The significance of the taste sub-clusters, T1, T2 and T3, revealed in the present analyses remains to be elucidated. One possibility is that the taste subclusters represent contributions from afferent fibers in the two distinct gustatory nerves (CT, GSP) and the different receptive fields they innervate (fungiform taste buds of anterior tongue, foliate taste buds of lateral tongue, and taste buds of palate and naso-incisor duct). Indeed, neurons of these sub-clusters might influence or direct the morphological and molecular differences that have been noted in taste buds from these different regions^43^. A second possibility is that the sub-clusters represent different neuronal states^12, 13, 16^. For instance, gustatory neurons exhibit plasticity that is dependent on nutritional state^44^ or on synaptic interactions with peripheral and central targets^45^. However, the sub-clusters are deeply separated in the dendrogram (Fig. 4a), with dozens of genes contributing to the principal components (Figs. 4b, 5a). Moreover, they display distinct neurotransmitter phenotypes (Fig. 6). All these factors, along with the absence of neurons displaying intermediate transcriptomes, suggest that T1, T2, and T3 represent different cell types, not different states. 

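The first splits of the gustatory-like tree lay at distances of 0.576, 0.568 and 0.526. With the neurons of each chip clustered alone and branches of at least 3 neurons kept, a size chosen after seeing the data, chip 1 gave 13 T1-like, 3 T2-like and 9 T3-like neurons and chip 3 gave 20, 3 and 6. All of these were named as in the joint tree, with 2 neurons of chip 1 and 1 of chip 3 unassigned. With branches of 5 or more neurons, chip 3 alone placed 27 of 31 neurons as in the joint tree, and chip 1 alone did not give 3 such branches. From the depth of the splits, the genes behind the components, the distinct receptor expression and the lack of intermediate transcriptomes, the paper proposes that T1, T2 and T3 are cell types and not states of 1 type.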

A third possibility is that the sub-clusters represent neurons that serve different physiological functions. For example, parallel pathways have been proposed for taste perception vs. physiological reflexes or for circuits driving ingestive behaviors^46^. There is also the possibility that the gustatory sub-clusters are composed of neurons transmitting distinct taste qualities. That is, each sub-cluster could be dedicated to sweet or bitter or sour etc. Although geniculate ganglion neurons responding only to only a single quality (taste “specialists”) have been reported^3, 5, 6, 47^, it has never been shown that such restricted tuning is intrinsic to the neurons. To the contrary, individual neurons change their tuning at different stimulus concentration^6^. In sum, there is limited evidence directly supporting any of the above possibilities, which, in any case are not mutually exclusive. The marker genes that our study reveals will permit direct tests of whether distinct neuron types innervate taste bud cells that express different taste receptors. This is an explicit prediction of “labeled line” coding for taste^48^.

The largest taste subcluster, T1 (green), shows evidence of additional subdivisions (see dendrogram and correlogram, Fig. 4a). While we have not yet explored these subdivisions in detail, an example can be seen by comparing heat maps for transcription factors and neurotransmitter receptors (Figs. 5b and 6a respectively). Neurons #27–35 of subcluster T1 in each heat map express the combination of transcription factor *Eya2* and 5HT receptor *Htr3a*. 

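Eya2 averaged an FPKM of 16.1 ± 5.74 (SD, n = 2 chips) in T1-like neurons, where it was detected in 23 of 33, against 3.62 ± 1.83 in T2-like and 1.60 ± 1.48 in T3-like neurons (log2 fold change 2.72, standard error 0.54, adjusted p = 0.041). The change was not past the threshold on linear-FPKM clusters (1.32), with limma (1.14) or without the T1-like sum of chip 1 (3.06) or chip 3 (2.28). Eya2 and Htr3a were both at an FPKM of at least 20 in 9 of 33 T1-like neurons and both above 0 in 23, limits chosen after seeing the data. The first split of the T1-like branch separated 9 neurons from 24, and the 9 were these.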

The same set of 9 neurons stands out as a separate grouping within T1 when evaluated across 580 taste-selective genes (Fig. 4a). 

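In the tree of all 96 neurons, the smallest branch that held all 8 somatosensory-like neurons with Hmx1 of at least 1 had 8 neurons. Besides their low Fxyd2, these neurons had a mean Ldb2 FPKM of 5.75, against 60.2 in the other 30, and a mean Pou4f2 of 1.25 against 12.7. Mean Lypd1 was 51.0 against 8.49, from 0.213 to 178 in the 8 and from 0.204 to 34.0 in the other 30. The value of 178 was that of the neuron at site 7 of chip 1. The 8 neurons had 11321 ± 472 detected genes (SD over neurons), against 10524 ± 225. After thinning to the same number of reads the difference was 684.6 genes (two-sided permutation test, p = 4.0e-05). It was 746 on chip 1 and 381 on chip 3, and the test took neurons, not chips, as its units. The sites 7 of chip 1 and 36 of chip 3, among the 8, also carried T3-like transcripts.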

Somatosensory neurons #91–96 also appear to form a sub-cluster in these heat maps. More detailed analyses will be necessary to identify intersectional markers that define such sub-types and to understand their significance.

Taste sub-cluster T2 (orange) reveals one possible functional significance. 

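Cdh1 averaged an FPKM of 11.0 ± 3.41 (SD, n = 2 chips) in T2-like neurons, 0.750 ± 0.267 in T1-like, 1.08 ± 0.831 in T3-like and 5.49 ± 2.31 in somatosensory-like neurons. Its T2-like contrast gave a log2 fold change 3.69, standard error 0.48, adjusted p = 0.0035.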

Many of the genes selectively expressed in T2 neurons have previously been associated with mechanically sensitive somatosensory neurons, including *Hs3sT2* ^32^, *Runx3* ^33^, *Gfra2* ^34^, *Cdh1* and *Spp1* ^35^. Recordings from single chorda tympani afferent fibers^49^ and from geniculate ganglion neurons^37^ reveal cells that respond to mechanical and other general sensory stimuli^4, 50, 51^. Responses to oral mechanical sensation were recently recorded in central neurons in an area of the NST that is slightly displaced relative to chemical sensation^52^. These responses may represent trigeminal somatosensory inputs as the authors suggested^52^, but may also include the gustatory mechanosensory input that we postulate here. Synapses of chorda tympani neurons in the NST differ between the rostral-central vs. the rostral-lateral subdivisions. Based on their larger size and other ultrastructural features, the rostral-lateral terminals were proposed to represent mechanosensation, while taste inputs were mostly in the rostral-central subdivision^53^. Our evidence, albeit incomplete, is that the putative mechanosensory T2 neurons of the geniculate ganglion also terminate in the same rostral-lateral subdivision and may represent at least part of the non-chemosensory input into the gustatory portion of the NST. Future studies using markers proposed here should help to identify the synaptic terminals of mechano-gustatory neurons and the associated central pathways that they recruit. Recently, Semaphorins 3A and 7A on bitter- or sweet-sensing taste bud cells were suggested to specify synaptic contact by interacting with cognate receptors expressed on specific gustatory afferent neurons^54^. Our sequencing data indicate that two of the Semaphorin receptors proposed in the study (Nrp1, Plxnc1) are expressed primarily in somatosensory neurons that innervate the ear, not in gustatory neurons. 

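Nrp1 averaged an FPKM of 30.4 ± 1.84 (SD, n = 2 chips) in somatosensory-like and 0.334 ± 0.272 in gustatory-like neurons, where it was detected in 40 of 58 (log2 fold change -6.63, standard error 0.55, adjusted p = 0.0012). Plxnc1 averaged 25.4 ± 4.92 and 3.38 ± 0.238, detected in 38 of 38 and 55 of 58 neurons (log2 fold change -3.01, standard error 0.16, adjusted p = 0.00029).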

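For Plxna4 the mean FPKM was 4.74 ± 0.868 (SD, n = 2 chips) in gustatory-like and 5.89 ± 0.766 in somatosensory-like neurons (log2 fold change -0.38, standard error 0.18, adjusted p = 0.23), and for Itgb1 35.9 ± 0.174 and 31.5 ± 1.24 (log2 fold change 0.09, standard error 0.10, adjusted p = 0.62). Plxna4 was detected in 96 of 96 and Itgb1 in 96 of 96 neurons. Plxna3 was detected in 64 of 96, with means of 0.937 ± 0.0985 and 0.279 ± 0.0580. Its difference did not pass the threshold (log2 fold change 1.47, standard error 0.39, adjusted p = 0.060), except with DESeq2 (1.46) and without the somatosensory-like sum of chip 3 (1.77).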

The other three Semaphorin receptors proposed (Plxna4, Plxna3, Itgb1) are broadly expressed in most or all neurons of the geniculate ganglion (somatosensory and gustatory alike) and thus also are unlikely to selectively determine nerve-target interactions in taste buds.

The availability of selective markers for geniculate ganglion neuronal cell types will support more detailed neuroanatomical, physiological and developmental studies to elucidate the adequate stimuli for gustatory neurons, their functional roles and their patterns of innervation of peripheral targets and central projections.

## Methods

### Mice

All procedures with mice were conducted according to the NIH Guide and were approved by the Institutional Animal Care and Use Committee of the University of Miami. For tissue collection, mice were killed by CO_2_ asphyxiation followed by cervical dislocation. Alternatively, for perfusion fixation for immunohistochemical staining, mice were deeply anesthetized with a ketamine / xylazine cocktail injected i.p., ≈ 20 ml PBS was perfused via an intracardiac cannula, followed by 40 ml of ice-cold 4% paraformaldehyde. Geniculate ganglia and brain regions were dissected, postfixed for 1 h or overnight respectively, cryoprotected in 30% sucrose overnight, and embedded in OCT for cryosectioning.

C57BL/6 J mice of both sexes were used for all procedures except where other strains are indicated.

*Pirt-*GCaMP3 mice^55^ in which sensory neurons, including all those in the geniculate ganglion^6^ express a genetically encoded Ca^2+^ indicator, were used for the Ca^2+^ imaging studies.

B6.Cg-Tg(*Gfap*-cre)73.12Mvs/J (Jackson Lab Stock # 012886): Fixed tissues from *GFAP;TdT* double heterozygotes^56, 57^ were kindly provided by Michael Sofroniew, University of California, Los Angeles and were used to confirm expression of GFAP in satellite glia to measure glial contamination in dissociated ganglion preparations prior to cell capture and sequencing (Supplementary Fig. 1c, d).

*Trhr-*GFP mice (GENSAT, MMRRC stock # 030036-UCD): Breeding mice were kindly provided by Marla Feller, University of California, Berkeley and have been previously validated^58^. We further show (Supplementary Fig. 5d, e) that expression of GFP follows the pattern expected from *in situ* hybridization of the endogenous *Trhr* gene.

*Htr3a-*GFP mice (GENSAT, Tg(Htr3a-EGFP)DH30Gsat): GFP is expressed in cells that endogenously express a principal ionotropic receptor for serotonin. The pattern of transgene expression was previously validated by overlap with endogenous gene products by in situ hybridization and immunostaining^27, 59^. Breeder mice were kindly provided by Chris McBain, National Institutes of Health.

### Ganglion dissociation and enrichment for neurons

Geniculate ganglia (≈900 neurons) were rapidly dissected from six 8–12 week-old C57BL/6 J mice of both sexes and placed in Ca-Mg-Free Hank’s Balanced Salt Solution (HBSS, ThermoFisher 14170161) at room temperature. All 12 ganglia were sequentially digested as described^60^, first with 1 ml of 40 u/ml Papain with NaHCO3 and l-cysteine at 37 °C for 13 min, followed by 4 mg/ml Collagenase Type 2, 4.7 mg/ml Dispase Type 2 at 37 °C for another 13 min. Enzymes were Papain (Worthington, Lakewood, NJ, #LS003126, Collagenase (Worthington, # LS004174) and Dispase (Roche 04942078001). Ganglia were washed with Tyrode’s buffer (in mM: 135 NaCl, 5 KCl, 2 CaCl2, 1 MgCl2, 10 HEPES, 5 NaHCO3, 10 glucose, 10 pyruvate), adjusted to pH 7.4 (318–323 mOsM) to remove enzymes and transferred into 40 μl fresh Tyrode’s solution. Under visual guidance under a stereomicroscope, ganglia were gently triturated 3–5 times each with a 200 μm diameter and then a 140 μm fire-polished glass pipet. Large debris was removed by gravity filtering the suspension through a ≈ 35μm cell sieve (Corning 352235) into 1 ml Tyrode’s buffer in a 15mm cell culture well. At this stage, the suspension still included significant quantities of axon fragments and glial cells (Supplementary Fig. 1a). The cell suspension was manually swirled such that neurons remained concentrated at the center of the well while glial cells and axon fragments dispersed centrifugally to the perimeter from where they could be withdrawn in 700 μl aliquots, aspirated from the perimeter. By repeating this manual separation 8–10 times with 700 μl of fresh Tyrode’s buffer added and withdrawn at each iteration, the suspension became enriched for neurons and substantially depleted of satellite glia and axon fragments (Supplementary Fig. 1b). Total time for ganglion dissociation and neuronal enrichment was ≈ 60 min.

These procedures were optimized for neuronal enrichment, yield and neuronal viability by monitoring propidium iodide exclusion during several preliminary trials. We also monitored depletion of glial cells by RT-qPCR for Glial Fibrillary Acidic Protein (*Gfap*) which is expressed in geniculate ganglion satellite cells and Schwann cells in the afferent nerve (Supplementary Fig. 1c). While *Gfap* mRNA was readily detected in the intact ganglion, the purified neuron preparation showed ≥ 10^5^-fold depletion of *Gfap* relative to *Snap25* mRNA, as assessed by the ΔΔCq method (Supplementary Fig. 1d).

### Cell capture, cDNA synthesis, pre-amplification

Two trial preparations of geniculate ganglion neurons were used to optimize the buoyancy of the suspension medium to match that of the neurons, with reagents and protocol from Fluidigm. Cell viability was assessed in an aliquot of each final preparation by trypan blue exclusion on a Countess Automated Cell Counter (ThermoFisher). Two independent cell suspensions (on separate days) that displayed neuronal viability of 93 and 96%, respectively and viability of glia (≤ 12μm diameter) at 50%≤ were used for subsequent steps. The suspension included ≈ 350 cells/μl in a neuron: glia ratio ≥ 1.5. Each cell suspension was loaded onto a primed Fluidigm C1 System (located in the University of Miami CFAR Core). Capture was on a Fluidigm integrated fluidics circuits (IFC) for large cells (“17–25 μm”, Fluidigm 100–5761) exactly according to manufacturer’s instructions. After completion of the run, all capture sites on the chip were examined microscopically and photographed. From a total of 192 sites on two IFCs, we rejected 68 that contained more than one cell or in which captured neurons showed blebs or membrane ruffling (Supplementary Fig. 2d, e). Captured neurons ranged from 19–40 μm in diameter (see examples, Supplementary Fig. 2a–c).

The C1 instrument was then primed with reagents for automated cell lysis, cDNA synthesis and pre-amplification. Cells were lysed in the presence of Control RNA Spikes (ThermoFisher AM1780). Full-length cDNAs were synthesized and pre-amplified for a standard 22 cycles using the SMART-Seq v4 Ultra-Low Input RNA Kit for the C1 system (Clontech) according to the Fluidigm manual. Within 20 min of script completion, cDNAs were harvested from the instrument, diluted into a 96-well plate, and stored at −80°. Approximately 7% of each sample was removed for first-level quality controls including quantification and full-length assessment on Agilent 2100 Bioanalyzer. Yields ranged from 13 to 28 ng (mean 21 ng) cDNA per cell. cDNAs displayed average lengths of 1660 bp (median 1860 bp).

An aliquot (0.4%) of cDNA from every singly captured cell was tested by qPCR for *Snap25* as well as *P2rx2* and/or *Cacna1a*, representing abundant, moderate and relatively rare mRNAs (Supplementary Fig. 2f). We selected 48 cells from each of two completed runs on the C1 system, based on low Cq for *Snap25* (indicative of best RNA/cDNA yield). The pre-amplified cDNA for those 96 cells was transferred to a fresh 96-well plate for sequencing.

### Sequencing and data analyses

Synthesis of cDNA libraries and sequencing were performed at the Next-Generation Sequencing Core (NGSC) at the University of Pennsylvania. An Illumina Nextera XT DNA library preparation protocol, modified for single-cell mRNA sequencing of cDNAs acquired on the C1 system was used. Each single cell library was barcoded during synthesis, libraries were pooled (median length before fragmentation was 900 bp) and single-end sequenced for a total depth of 250 × 10^6^ reads for the pool, running on a single lane on an Illumina HiSeq 4000 100SR system with HiSeq Control Software 2.2.58. Base-calling was performed using RTA: 1.18.64. Data were demultiplexed and BCL files converted to FASTQ using bcl2fastq 2.17.1.14. Sequence data were processed at the NGSC through their RUM package^61^ v2.0.5_06 for genome alignment, junction calling, and feature quantification. Reads were mapped against mouse transcriptome (mm9) using Bowtie and against genome using Bowtie and Blat, and then converted to mapped Fragments Per Kilobase of exon per Million reads (FPKM).

Sequence data were analyzed in Python (v 2.7.12). Diagrams were created using the python modules Matplotlib (v 1.5.1)^62^ and Seaborn (v 0.7.1) (https://seaborn.pydata.org/). Principal component analyses (PCA) were performed using the PCA module from Python Sci-kit Learn (v 0.18.1)^63^. Management of dataframes in Python was performed using the Python modules Pandas (v 0.17.1)^64^ and NumPy (v 1.11.0)^65^.

We performed unsupervised hierarchical clustering of cell-to-cell Pearson correlation coefficients (PCCs) and Principal Component Analysis. Dendrogram linkage was determined via the Unweighted Pair Group Method with Arithmetic Mean (UPGMA). Distances in the dendrograms represent centered Pearson correlation coefficients.

The first-level hierarchical clustering (HCA) was performed on all 96 cells. We reasoned that many low- and moderately-expressed genes may be shared across all geniculate ganglion sensory neurons while major groupings of neurons may be differentiated on the basis of highly expressed genes. Thus, for this initial HCA, we filtered for genes with average expression level of 200 FPKM or higher across all 96 cells (333 genes, Fig. 2a). First-order of separation in the dendrogram was used to assign group IDs (yellow or black) which were retained for each cell before running the PCA on all 96 neurons using all detected genes (*n* = 17,225 genes, Fig. 2b). Although as many as four subclusters can be distinguished in the HCA and PCA of all 96 neurons, *a priori* knowledge that the geniculate ganglion consists of two anatomically and functionally distinct sets of neurons (gustatory and somatosensory) led us to focus the initial clustering on the first-order of separation. 

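Over the 96 neurons, 8515 entries had an FPKM above 10 in at least 3. Their tree divided at its first split into 59 and 37 neurons, and it differed from the tree of abundant genes by the neuron at site 7 of chip 1.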

Parenthetically, we also ran the HCA on genes filtered for a much less selective criterion, of FPKM > 10 in at least 3 neurons (yielding 8748 genes). We obtained the identical division of 96 neurons into gustatory (yellow) and somatosensory (black) clusters.

The larger group (*n* = 59 neurons, yellow) underwent second-level hierarchical clustering. Pearson Correlation Coefficients (PCCs) were calculated for genes that met the following criteria: (i) expression in at least 2 neurons, (ii) average FPKM ≥ 1 in taste neurons, (iii) ratio of FPKM ≥ 5 in taste relative to somatosensory neurons. The first two criteria decrease technical and biological noise by eliminating genes from consideration that are (i) highly expressed in just one cell or (ii) are poorly expressed overall. The third criterion focuses this second-level HCA on taste-selective genes, which are the most likely to underlie taste neuron sub-types. These filtering criteria yielded clustering of neurons into 3 sub-groups, which were assigned labels T1, T2 and T3. The group affiliation of 2 of the 59 neurons could not be determined. Parenthetically, we obtained identical taste sub-clusters when the third criterion (above) was set to ≥2-fold (1327 genes), ≥5-fold (580 genes) or ≥10-fold (341 genes). 

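With the 2-fold limit the T1-like branch had 32 neurons, and the T3-like and T2-like branches kept 15 and 6. The neuron that left the T1-like branch stood alone.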

The consistency of the HCA outcomes suggests that the classification has a biological rather than a technical basis.

We also performed a second-level PCA on the 59 taste neurons based on a single criterion of FPKM ≥ 10 in at least 3 taste neurons. Here, the filter was selected only to reduce noise in the analysis by eliminating poorly expressed genes while retaining the maximum possible number of genes. Data from 8150 such genes were incorporated into this alternative second-order PCA and yielded the same groupings as the second-order HCA.

Next, we performed PCA on the 59 gustatory neurons using a list of genes encoding transcription factors and co-factors and chromatin remodeling factors (collectively, TF). We merged lists from the Riken TF (http://genome.gsc.riken.jp/TFdb/tf_list.html) and Bioguo TF (http://www.bioguo.org/AnimalTFDB/species.php?spe=Mus_musculus) databases and then filtered the combined list for those TFs expressed at average FPKM ≥ 1 across all gustatory neurons. As described above, this criterion simply removes noise by limiting the analysis to genes that are actually expressed. 976 of 2407 of the TF genes met this criterion.

### Single-cell and bulk RT-PCR

Tissues and single cells were processed for RNA extraction, cDNA synthesis and PCR exactly as previously reported^23, 66^. In brief, dissociated neurons (Supplementary Fig. 1a) were manually isolated using fire-polished 24μm diameter glass pipets from a suspension of dissociated ganglia.

For end-point RT-PCR, geniculate ganglia or individual neurons were lysed in the presence of 200ng poly-I (Sigma P4154) and RNA was extracted using Absolutely RNA Nanoprep kit (Agilent 400753). For RT-qPCR, single neurons were lysed (Clontech 635013) and mRNAs were directly converted to cDNA without purification. Superscript III (ThermoFisher #18080–044) was used for all reverse transcription. 2.5–12% of each cell cDNA was used as template in PCRs. End-point PCRs for single cells were limited to 40 cycles (except for transcription factor genes which required 45 cycles). The concentration for each mRNA in each sample was normalized to *Snap25* mRNA concentration in the same sample using the ΔΔCt method. SYBR Green Master Mix (Bio-Rad # 1725264) on a Bio-Rad CFX system was used for qPCR. A list of PCR primers and corresponding annealing temperatures is in Supplementary Table 1.

### Antibody staining and imaging

All antibodies used are listed in Supplementary Table 2, along with how they were validated. We validated anti-Phox2b in-house (Supplementary Fig. 5a, b). Cryosections of ganglia (20μm thick) or brain regions (40μm thick) were processed as previously detailed^67^. Briefly, sections were permeabilized in 1% triton in PBS, blocked in 5–10% normal donkey serum for 2 h at room temperature, and incubated at room temperature with primary antibodies diluted in 5% donkey serum. Diluted antibodies against P2rx2 and Gabra1 were incubated for 3 h while all other antibodies were left to bind overnight. After washing off the primary antibody, sections were incubated in secondary antibodies conjugated with fluorescent Alexa dyes, diluted in 5% donkey serum for 1 h before final washing and mounting.

Fluorescent micrographs were captured on a Fluoview FV1000 laser scanning confocal microscope using Fluoview FV10-ASW-UP4 v1.7 software. All images were captured within the linear range of output.

Immunoreactivity was quantified from unprocessed images using Fiji (ImageJ 1.51k). Regions of Interest (ROIs) of one size were set for all neurons. Background was set as the average of the four weakest neuronal ROIs of each image. Values are presented as background-subtracted fluorescence, normalized to maximum fluorescence in the same image.

### Anterograde labeling

The chorda tympani and greater superficial petrosal nerves (gustatory branches of cranial nVII) were exposed in anesthetized mice and cut immediately distal to the tympanic bulla. Crystals of fluorescent dextran were placed on the cut proximal end as previously described^21^. Dyes selected were lysine fixable 3 kDa dextrans, conjugated to fluorescein or tetramethylrhodamine (ThermoFisher D3306, D3308). After 5–7 h to allow dextran to accumulate in the neuronal soma, mice were fixed by perfusion and ganglia were harvested and processed for immunohistochemical analyses as described above.

### Ca^2+^ imaging

A suspension of neurons from dissociated geniculate ganglia of *Pirt*-GCaMP3 mice (3–4 months old) was plated onto Cell-Tak-coated glass coverslips and incubated in F12 medium (ThermoFisher 11765–054) with 10% fetal bovine serum for ~ 2 h at 37° in a CO_2_ incubator. This incubation permits neurons to recover from axotomy and enzymatic digestion^60^. Parenthetically, this culture step promoted the health of neurons such that over 70% of the cells that attached to the substrate yielded robust and reproducible responses to KCl (Supplementary Fig. 8a,b,c). Coverslips were transferred to a recording chamber (Warner Instruments) filled with Tyrode’s buffer and perfused at 2 ml/min at room temperature. Imaging was carried out on an Olympus FV1000 laser scanning confocal microscope with a 20x water immersion objective, using Fluoview FV10-ASW-UP4 v1.7 software and a scan rate of 0.67 Hz. All stimuli were from Sigma: ATP (A6419), 5HT (H9523), GABA (A5835) and were used at 10, 10 and 100 μM respectively. These concentrations were selected as they elicit near-maximal responses from P2rx2 and P2rx3^28^, Htr3a,b^68^ and Gabra^69^ receptors. Stimuli were bath applied for 9 s followed by at least 80 s of rinse between trials.

Scanned images were stabilized using ImageJ2, regions of interest (ROIs) were drawn around all neurons and pixel intensity data were exported to Excel. Responses (ΔF/F) were calculated as peak change in fluorescence during 40 s post-stimulus divided by the mean fluorescence of 10 frames just prior to the stimulus (i.e. baseline, F). Cells were considered as healthy and were included in the analyses if they met two criteria: (1) responses to 30 or 50 mM KCl were greater than 5 standard deviations above baseline; (2) a flat baseline preceded each stimulus and was re-established in ≤ 3 min after each stimulus.

Responses to ATP and 5HT (ΔF/F) were logged as positive if peak amplitude > 5 s.d. above baseline. We quantified responses to GABA as inhibition of KCl-evoked Ca^2+^ responses relative to the mean of two flanking responses to KCl alone^70^ (Supplementary Fig. 8d). The following 5 stimuli were applied in sequence: 5HT, ATP, KCl, KCl + GABA, KCl. The entire sequence was then repeated for a total of ten stimulations.

For the hierarchical clustering (Fig. 6f), we included only neurons whose responses (or lack thereof) were repeated twice for each of the three neurotransmitters. The mean of the two responses to each transmitter was tabulated for each neuron and formed the basis for hierarchical clustering. Dendrogram branches represent Euclidean distances and linkage was determined by unweighted pair-group method with arithmetic mean (UPGMA).

### Data availability

Sequence data that support the findings of this study are deposited in GEO with the accession code GSE102443.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Transcriptomes and neurotransmitter profiles of classes of gustatory and somatosensory neurons in the geniculate ganglion
**Source:** Nat Commun. 2017 Oct 2;8:760. doi: 10.1038/s41467-017-01095-1
**Supplement:** Supplementary file 1 — Supplementary Information

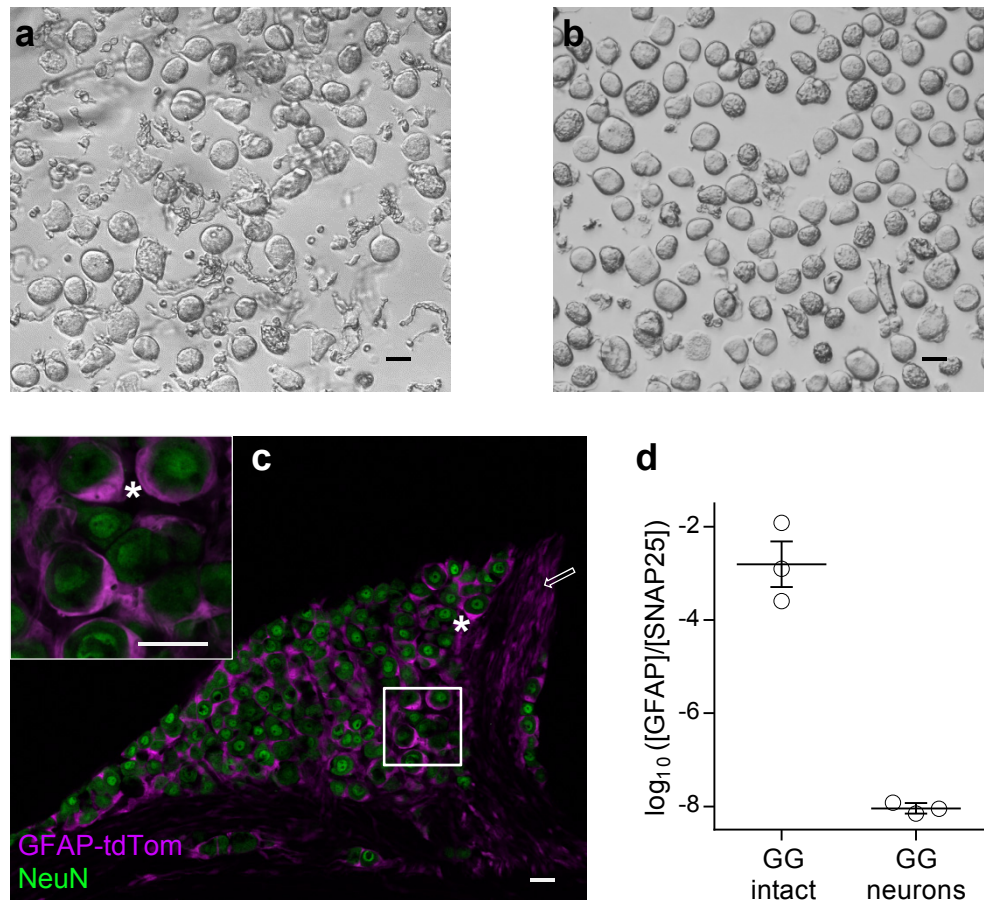

**Supplementary Figure 1. Dissociation and purification of geniculate ganglion neurons. a.**

Dissociated geniculate ganglion preparations include neurons, satellite glia, and axon fragments. **b.** After manual purification (see Methods), the preparation is more homogeneous and contains mostly neurons. **c.** Confocal micrograph of a cryosection of geniculate ganglion from a *Gfap*;tdTom mouse, showing that many satellite glia (★) and Schwann cells (↗) in the nerve express tdTomato (pseudocolored magenta), and by inference, GFAP. Neurons are visualized by immunostaining for NeuN (green). Note that some satellite glia are clearly GFAP+ while others are negative. Whether this reflects molecular and functional heterogeneity of the satellite glia remains to be determined. **d.** RT-qPCR for *Gfap* demonstrates that purified preparations of geniculate ganglion neurons (similar to **b**) contain  $\approx 10^5$  times less *Gfap* mRNA than intact geniculate ganglia (similar to **a, c**). *Gfap* mRNA levels are normalized to *Snapp25* mRNA which is expressed in all neurons, and relative levels were estimated by  $\Delta\Delta C_t$  (mean  $\pm$  s.e.m. for three independent RNA samples prepared from separately isolated ganglia or separately prepared cell suspensions). *Gfap* was not detected among transcripts of any of the sequenced 96 geniculate ganglion neurons. 

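Gfap is not analysed here. Genes of satellite glia and Schwann cells were read from a list written before the test. Among them Apoe, S100b and Pmp22 had an FPKM above 0 in 96 of 96 neurons, Fabp7 in 89, Mbp in 55, Kcnj10 in 26 and Sox10 in 25. The median of Apoe was 47.0 and its highest value 4504. That of Fabp7 was 13.9 and its highest value 1156.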

Scale bars, 25 $\mu$ m.

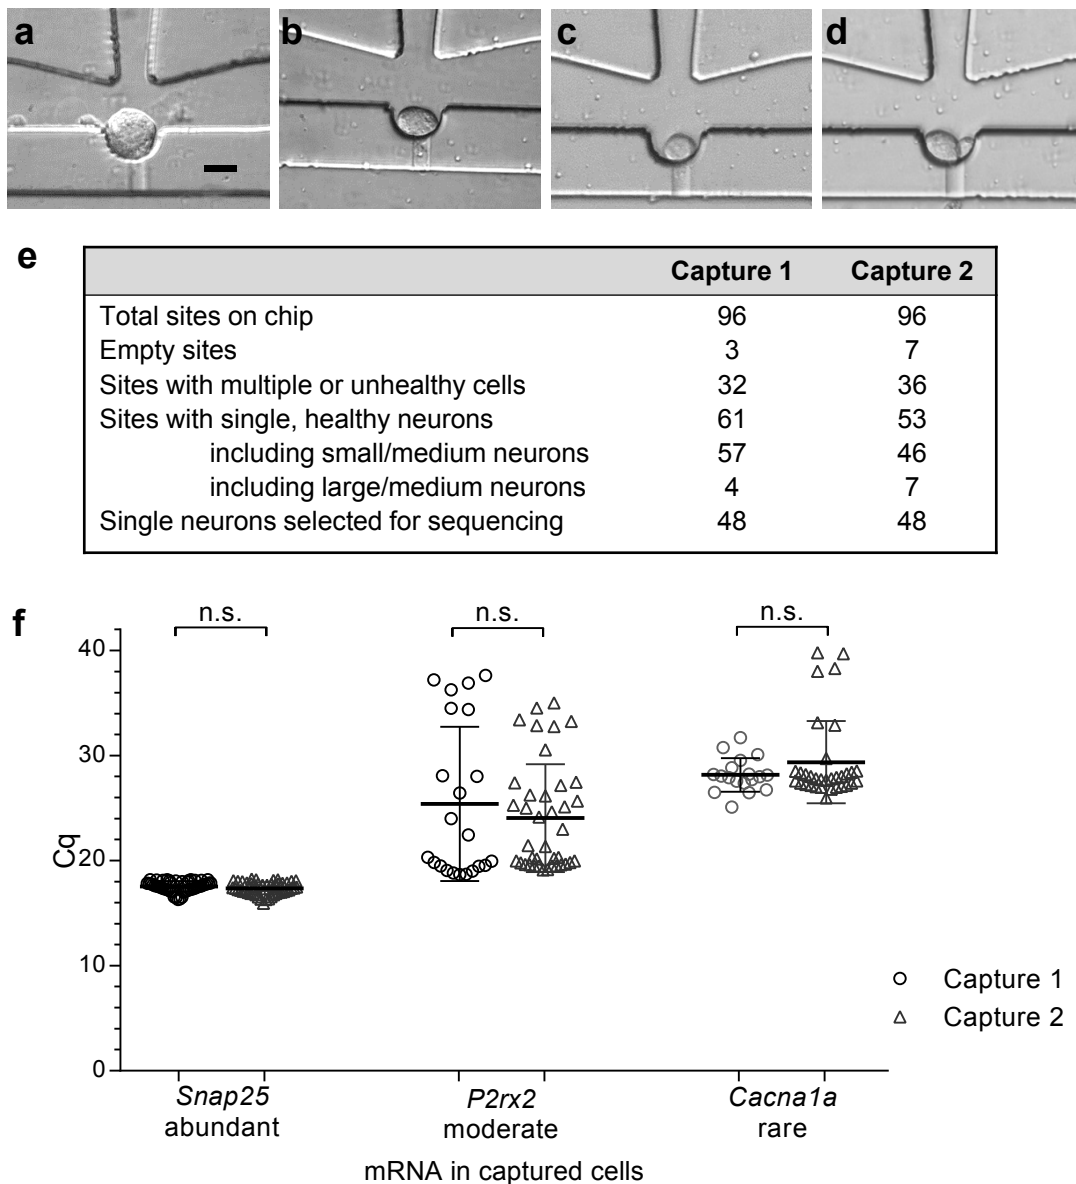

**Supplementary Figure 2. Supplemental Figure S2. Captured geniculate ganglion neurons.** A suspension of dissociated geniculate ganglia was enriched for neurons (see Methods and Supplemental Figure S1). The suspension was run through a Fluidigm IFC to capture cells. **a-c.** Examples of a large (**a**,  $\approx 40\mu\text{m}$ ), a medium (**b**,  $\approx 25\mu\text{m}$ ) and a small (**c**,  $\approx 20\mu\text{m}$ ) diameter neuron captured in IFC wells. **d.** Capture sites that included two cells were rejected for sequencing. Scale bar,  $25\mu\text{m}$ . **e.** Two separate IFCs (96 capture sites each) were used. Of these, 48 singly-captured neurons were selected from each IFC for sequencing. The table shows the characteristics of cells at all 96 capture sites on each IFC. **f.** Quality control qPCRs for mRNA, cDNA synthesis and pre-amplification of 96 single cells selected for sequencing, plotted separately for the two IFCs. *Snap25*, *P2rx2* and *Cacna1a*, expressed at abundant, moderate, or low copy, respectively, were assessed for each neuron selected for sequencing. For each mRNA tested, the distribution across the two captures was not significantly different (unpaired t-test); plot displays mean  $\pm$  s.d. Note, however, the broad range of Cq values for *P2rx2* spanning  $\geq 50,000$  ( $2 \times 10^{18}$ ) fold differences.

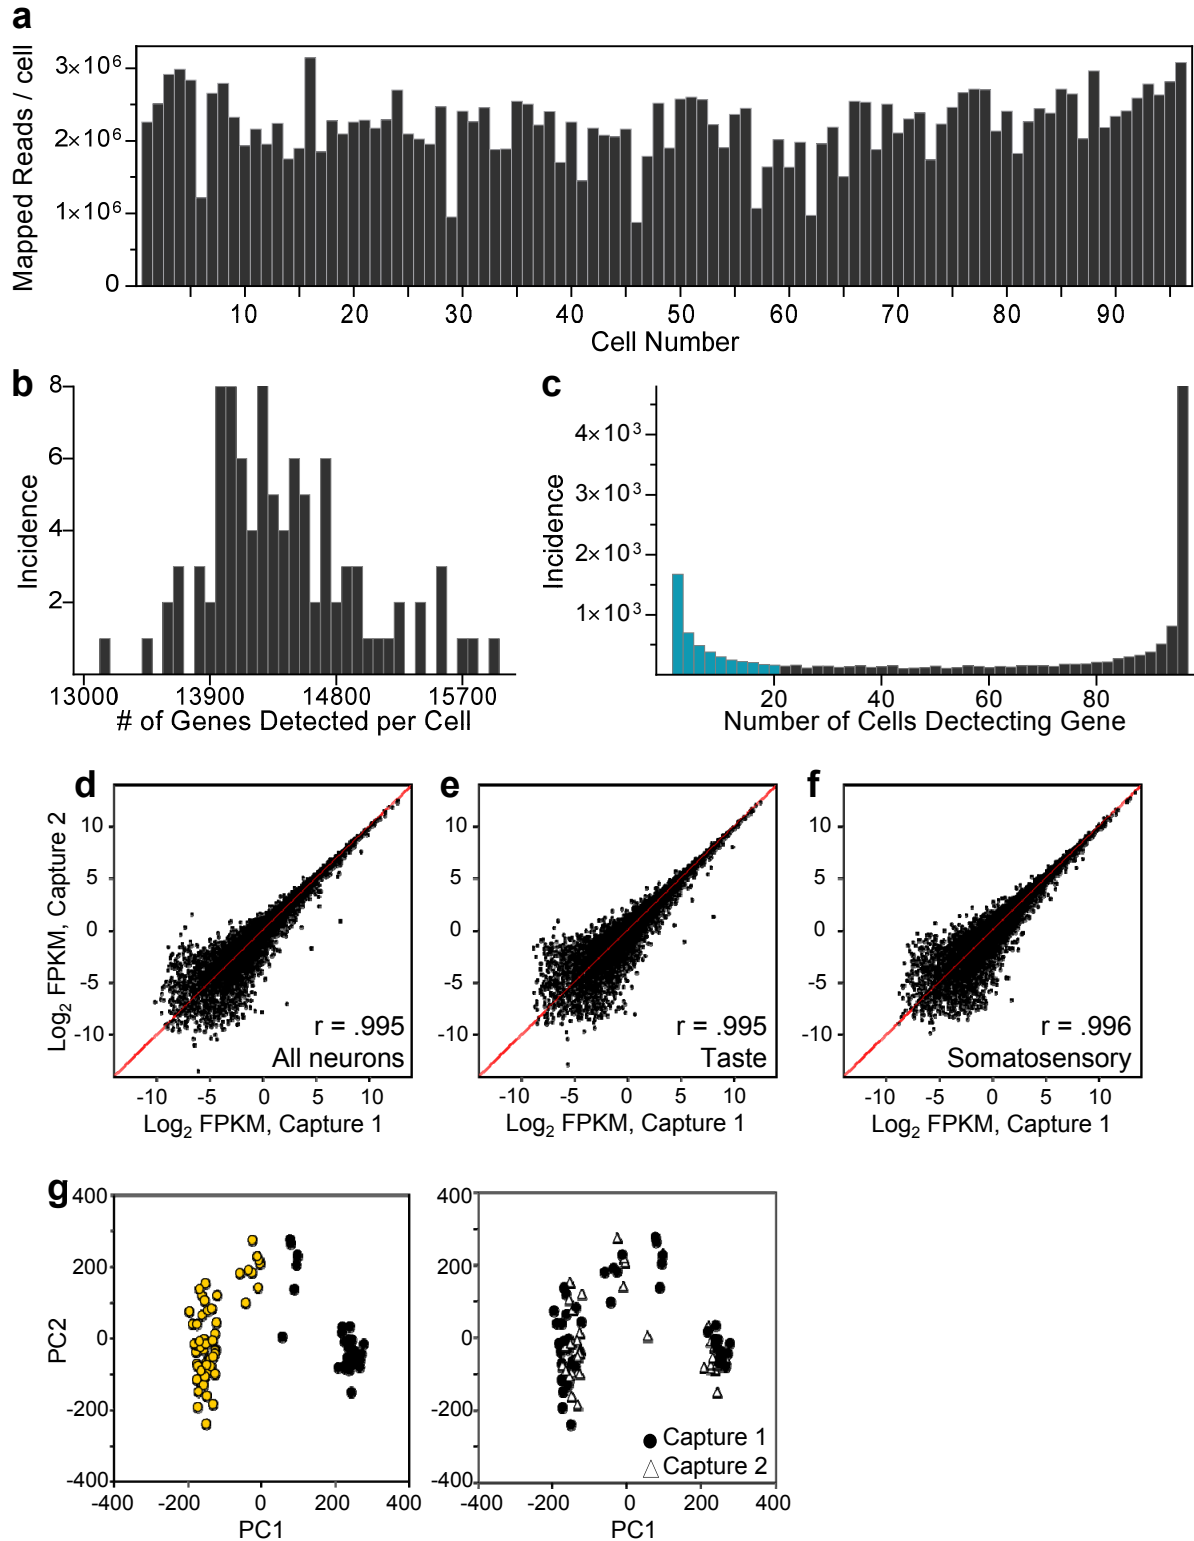

**Supplementary Figure 3. Characteristics of single cell sequencing data and comparison of two capture preparations.** 48 single isolated single cells from each of two IFCs were selected for sequencing (Methods). To confirm that the two preparations did not introduce a systematic bias, we evaluated the sequence data in several ways as detailed below. **a.** Total number of raw sequencing reads obtained for each of 96 cells are plotted. Capture 1 neurons: mean  $\pm$  s.d.  $2.47 \times 10^6 \pm 0.42 \times 10^6$  reads/cell; Capture 2 neurons:  $2.62 \times 10^6 \pm 0.57 \times 10^6$  reads/cell. The two populations of 48 cells from each capture were not

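Chip 1 had 2473045 ± 419886 raw reads per neuron (SD, n = 48 neurons) and chip 3 had 2625232 ± 574629. The difference of 152187 reads gave p = 0.14 in a two-sided permutation test with 100000 resamples. For the detected genes per neuron, 10722 on chip 1 and 10638 on chip 3, the same test gave p = 0.32.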

significantly different ( $p=0.142$  Student's t-test, 2-tailed). **b.** Histogram of number of genes detected per cell (Mean  $\pm$  s.d.  $14,426 \pm 539$ ) demonstrates that all 96 cells yielded adequate sequencing depth. **c.** Histogram of the number of cells in which a given gene was detected, for each of  $\approx 1.7 \times 10^4$  genes. Of these, 6773 genes were expressed in over 95% of all cells. Conversely, 4451 genes were expressed in  $\leq 20$  cells (blue bars) and are likely to include genes representing distinct cell types. **d.** Scatter diagram showing average FPKM of each gene from Capture 1 plotted against average in Capture 2 ( $n=48$  neurons in each capture). **e.** Scatter plot comparing average FPKM of all genes in 28 vs 31 *taste* neurons in the two captures (as identified in Figure 2). **f.** Scatter plot comparing average FPKM of all genes in 20 vs. 17 *somatosensory* neurons in the two captures. 

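Of the 17225 entries of the FPKM table, 6543 had an FPKM above 0 in over 95% of the neurons and 4648 in 20 neurons or fewer.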

In each matrix (**d**, **e**, **f**) the red diagonal indicates perfect correlation ( $r=1$ ); data points yield correlation coefficients of  $\geq 0.995$ , indicating cells in the two captures are highly similar. **g.** PCA for all cells and all genes from Main Figure 1b is reproduced at left (yellow are taste neurons, black are somatosensory) and re-plotted at right to display neurons from the two captures using different symbols ( $\Delta$ ,  $\bullet$ ). 

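Over the entries with a mean FPKM above 0 on both chips, Pearson's r between the log2 of the chips' mean FPKM was 0.964 for all neurons (15631 entries), 0.954 for gustatory-like and 0.953 for somatosensory-like neurons. On linear mean FPKM of all entries, the alternative that moved r most, it was 0.995, 0.996 and 0.996. Without the 10 most abundant entries the linear values were 0.996, 0.994 and 0.991. These correlations are across genes, and genes are not independent replicates.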

At right, each grouping includes cells from both preparations, confirming the similarity of the two preparations.

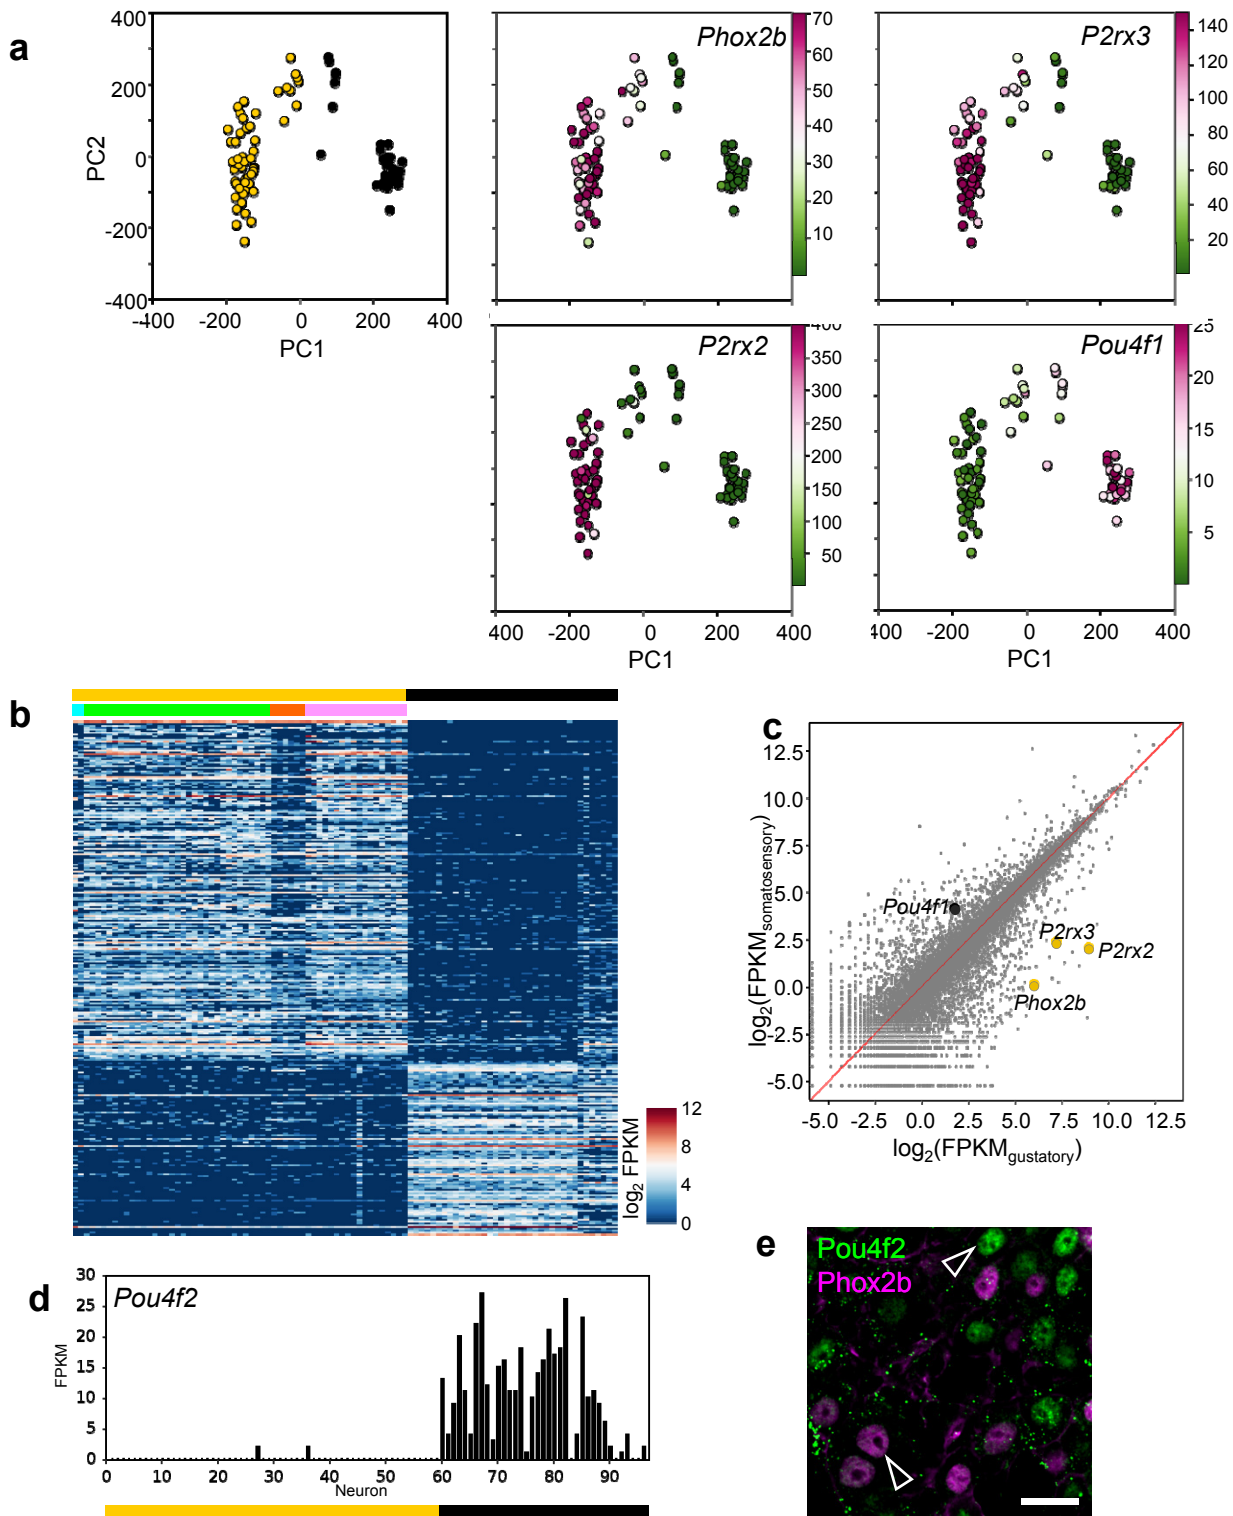

**Supplementary Figure 4. Expression of taste and somatosensory markers in geniculate ganglion neurons.** **a.** PCA of all genes expressed in all 96 neurons is reproduced from Figure 1b, and is used as a template to display FPKM values of taste-expressed genes, *Phox2b*, *P2rx3*, and *P2rx2*, and a previously reported determinant of somatosensory neurons, *Pou4f1*. The expression level of each gene (FPKM value) in each of the 96 cells is represented according to the adjacent color scale. For instance, *P2rx3* is expressed at high or moderate levels in the left cluster, is essentially not-expressed in the right cluster, and is at low and variable levels in the cells that fall between the two main clusters. **b.** Heatmap of differentially

expressed genes (FPKM  $\geq 10$ -fold higher in gustatory or in somatosensory neurons) that displayed average FPKM  $\geq 4$  in at least one of these groupings. 294 genes met these criteria and are shown on the heat map, sorted from most taste-selective at the top to most somatosensory-selective at the bottom. 

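A mean FPKM of at least 4 in 1 cluster and at least 10 times that of the other held for 262 entries, 169 higher in gustatory-like and 93 higher in somatosensory-like neurons.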

Cells are arrayed with 59 taste neurons on the left and 37 somatosensory neurons on the right. **c.** Scatter plot depicts  $\approx 17,100$  genes according to average FPKM value of each gene in 37 somatosensory (y-axis) versus 59 gustatory (x-axis) neurons. *Phox2b*, *P2rx3*, and *P2rx2* are indicated in yellow; *Pou4f1* is in black. **d.** FPKM values for *Pou4f2* across all 96 sequenced cells shows this gene is expressed almost exclusively in somatosensory (black) neurons. **e.** Double immunofluorescence for Phox2b and Pou4f2 shows that Pou4f2-immunoreactive nuclei are distinct from Phox2b-immunoreactive (i.e. gustatory neuron) nuclei ( $\Delta$ ).

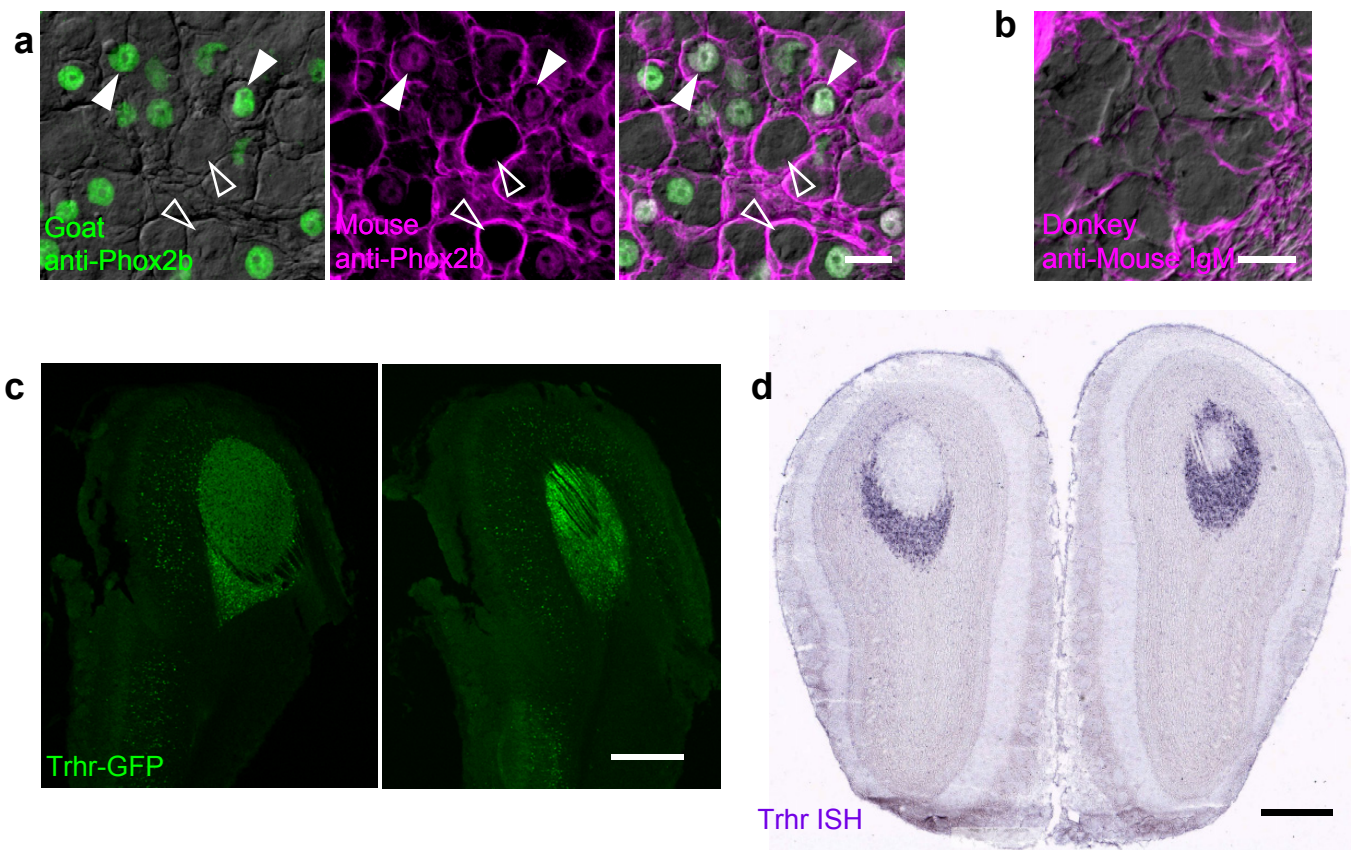

**Supplementary Figure 5. Validation for anti-Phox2b antibody (a,b) and *Trhr*-GFP transgenic mouse (c,d).** **a.** Two independent antibodies against Phox2b label the same neurons in geniculate ganglion. Cryosections were stained with goat anti-Phox2b and a mouse monoclonal anti-Phox2b and then visualized with secondary antibodies. Some nuclei (▲) stained with both antibodies while other nuclei (Δ) stained with neither. The reticular pattern around neurons derives from the anti-mouse secondary antibody (i.e. background staining). **b.** Even in the absence of a primary antibody, the anti-mouse IgG secondary antibody employed in **a.** gives a non-specific reticular pattern signal in mouse ganglia. However, nuclei are unstained, demonstrating that nuclear staining in **a** is attributable to mouse anti-Phox2b primary antibody. **c.** Confocal images of two coronal sections of an olfactory bulb from an adult *Trhr*-GFP mouse, immunostained with chicken anti-GFP. GFP is prominently expressed in the accessory olfactory bulb. **d.** The pattern of GFP expression in the *Trhr*-GFP mouse in **c.** is very similar to the distribution of endogenous *Trhr* mRNA, visualized by *in situ* hybridization in an adult (P56) mouse, as presented in Allen Brain Atlas (<http://mouse.brain-map.org/gene/show/21802>; Trhr-RP\_Baylor\_103086–coronal. Image credit: Allen Institute). Scale bars, 20μm (a-c) or 500μm (d,e).

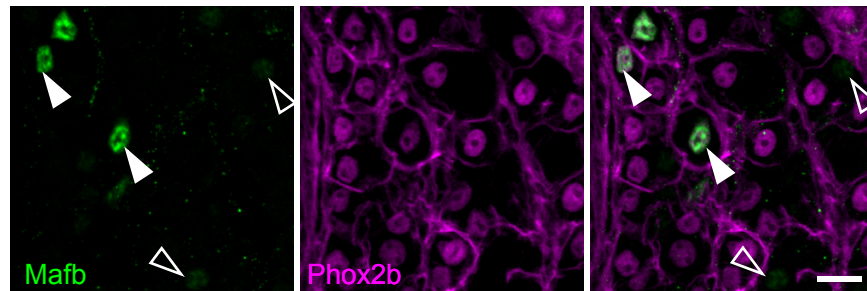

**Supplementary Figure 6. Mafb<sup>+</sup> neurons are taste neurons.** We showed that Mafb-immunoreactive nuclei in geniculate ganglia do not express Prrxl1 (Figure 5d) and hence, are not somatosensory. Here, we show that mouse geniculate ganglion neurons that stain brightly with Mafb also express Phox2b (▲). Neurons staining faintly for Mafb are not Phox2b<sup>+</sup> (Δ) and are likely to be somatosensory neurons, as predicted from the FPKM values and immunoreactivity with anti-Prrxl1 (Figure 5b,d,i). The mouse anti-Phox2b used here is the same one shown in Supplemental Figure S5a,b. The reticular staining around neurons is background immunostaining derived from the anti-mouse secondary antibody. In sections from 3 mice, all 25 Mafb-bright nuclei were Phox2b<sup>+</sup> and accounted for 7% of Phox2b<sup>+</sup> neurons, similar to their representation among the 96 sequenced neurons.

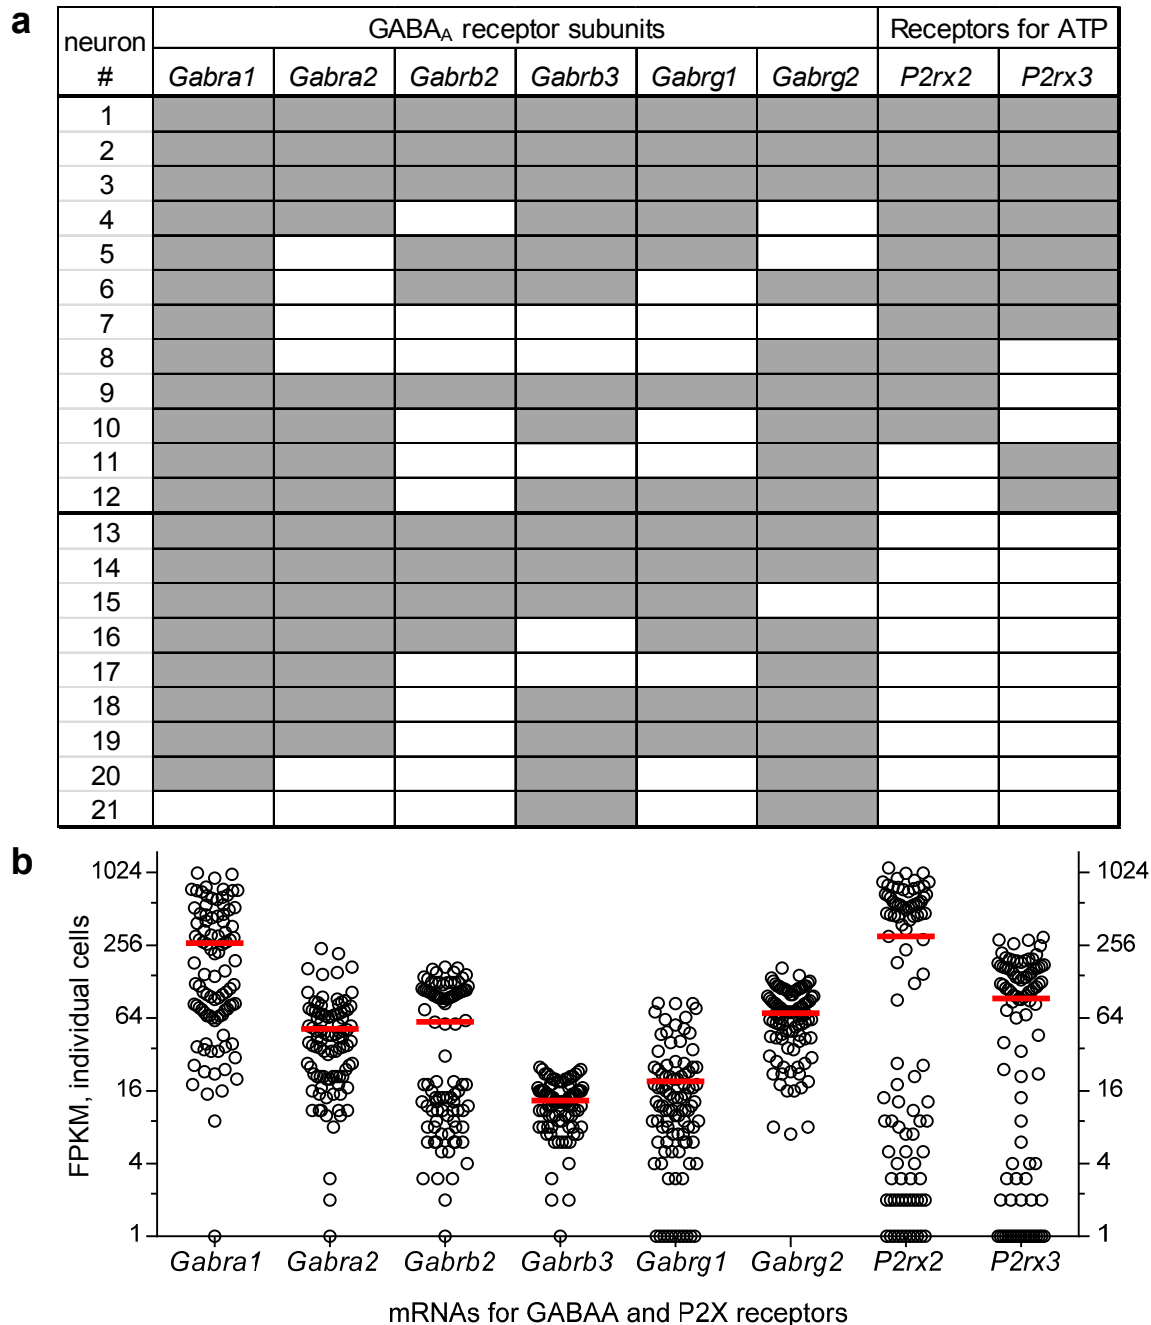

**Supplementary Figure 7. Expression of GABA<sub>A</sub> receptor subunits in individual geniculate ganglion neurons – comparing RT-PCR and sequencing data.** **a.** cDNA was synthesized from 21 single neurons, captured manually. Approx. 5% of each single-cell cDNA was used to check quality by PCR for Snap25. The remaining 95% was divided equally among PCRs for six subunits of GABA<sub>A</sub> and two subunits of P2X receptors. The presence (grey) or absence (clear) of specific product is indicated for each cell and each reaction in the table. **b.** The FPKM values for the same genes for all 96 cells sequenced are shown along with the mean (red) for each gene. Genes with high FPKM across all cells (such as *Gabra1*) are also detected in nearly every cell by single-cell PCR in **a**. Genes that display highly variable FPKM values (such as *P2rx2*, *P2rx3*) are detected by single-cell PCR in proportionately fewer cells.

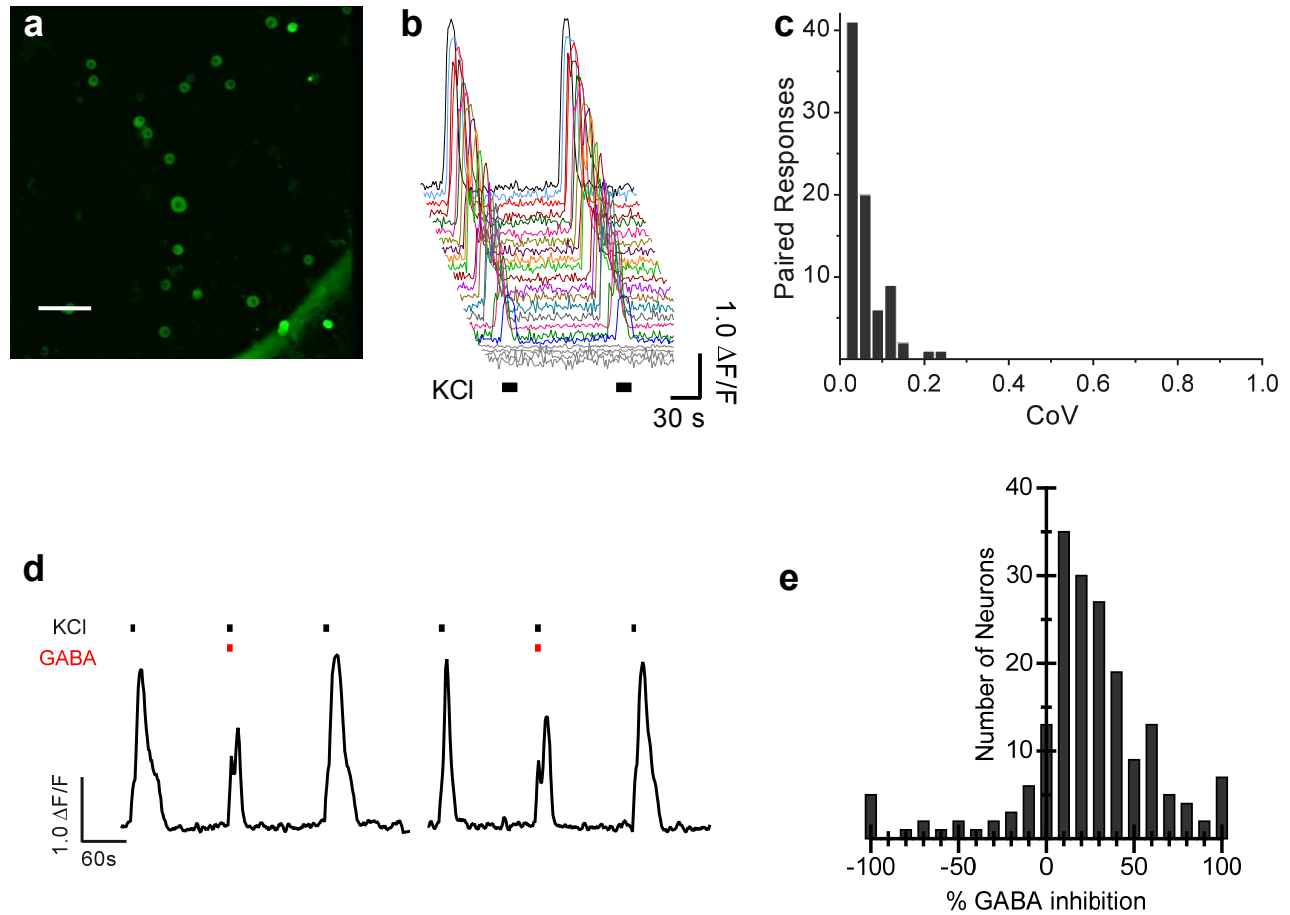

**Supplementary Figure 8.  $Ca^{2+}$  responses in dissociated geniculate ganglion neurons and measuring responses to GABA.** **a.** Dissociated geniculate ganglion preparation from *Pirt-GCaMP3* mice prior to  $Ca^{2+}$  imaging. GCaMP is expressed only in neurons and in all neurons. Scale bar, 100  $\mu$ m. **b.** Calcium response profiles of all 23 neurons in **a** when 30mM KCl was applied for 9 seconds (black bars). **c.** In two preliminary experiments, we confirmed the stability of the preparation of GCaMP3-expressing neurons by measuring 2 successive responses to KCl (as in **b**.) and another pair of KCl responses 6-10 min later. We calculated the coefficient of variation ( $\sigma/\mu$ , CoV) for each pair of responses for each of 40 neurons. The average CoV was 0.03 and 90% of the neurons showed  $CoV \leq 0.11$ . The highly consistent responses to KCl permitted us to quantify the effect of GABA in subsequent experiments. **d.** Representative traces of a neuron responding twice sequentially to 30mM KCl, in the absence or presence of 100  $\mu$ M GABA. **e.** Histogram of the effect of GABA on KCl-elicited  $Ca^{2+}$  responses in 187 neurons. The majority (80%) of neurons showed a 10-100% inhibition of the  $Ca^{2+}$  response when KCl and GABA were co-applied.

| Protein / gene                    | Accession #  | Forward Primer (5'→3') | Reverse Primer (5'→3') | Product, bp | Annl °C |
|-----------------------------------|--------------|------------------------|------------------------|-------------|---------|
| SNAP25 / <i>Snap25</i>            | NM_011428    | ggcaataatcaggatggagtag | agatttaaccacttcccagca  | 310         | 58      |
| P2X2 / <i>P2rx2</i>               | NM_153400    | caccaccactcgaactctca   | ggtagcgacctgtcgaact    | 217         | 58      |
| P2X3 / <i>P2rx3</i>               | NM_145526    | caaagccaggaagttgagg    | gttctgcagcccaaggataa   | 179         | 58      |
| 5HT3a / <i>Htr3a</i>              | NM_013561    | ggcacctggtcctagacaga   | caagtctgaggtcctccaa    | 170         | 58      |
| GABA-A $\alpha$ 1 / <i>Gabra1</i> | NM_010250    | ccaagtctccttctggctca   | cggttctatggtcgacttt    | 261         | 59      |
| GABA-A $\alpha$ 2 / <i>Gabra2</i> | NM_008066    | ttgggacgggaagagtgtag   | catcctgtcgattttgctga   | 232         | 59      |
| GABA-A $\beta$ 2 / <i>Gabrb2</i>  | NM_008070    | tatggcccttctggaatacg   | cccattactgctcggatgt    | 204         | 59      |
| GABA-A $\beta$ 3 / <i>Gabrb3</i>  | NM_008071    | gaagaagcttgcggagaaga   | tggcattcacatcggttaga   | 326         | 59      |
| GABA-A $\gamma$ 1 / <i>Gabrg1</i> | NM_010252    | aggcaggaagctgaaaaaca   | gcaaaagctgttgggaaaaa   | 255         | 59      |
| GABA-A $\gamma$ 2 / <i>Gabrg2</i> | NM_177408    | atcaatggaagcgcagttct   | taggagaccttgggcagaga   | 334         | 59      |
| $\alpha$ 1A / <i>Cacna1a</i>      | NM_007578    | ctctgggccgatacactgat   | gggatgatgatgatggtggt   | 164         | 58      |
| Phox2b / <i>Phox2b</i>            | NM_008888    | tgagacgcactaccctgaca   | tcagtgtcttggcctcttt    | 219         | 60      |
| Drg11 / <i>Prrxl1</i>             | NM_001001796 | gcccaaacacactaccaga    | cctccatttggtctctcggt   | 111         | 58      |
| GFAP / <i>Gfap</i>                | NM_010277    | gcactcaatacaggcagtg    | gctctagggactcggtcgtg   | 207         | 60      |

**Supplementary Table 1. Oligonucleotide primers used for RT-qPCR.**

| Primary Antibodies                                                                                                                                                                                     |                                    |          |             |         |          |                                                                                                          |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------|----------|-------------|---------|----------|----------------------------------------------------------------------------------------------------------|
| Antigen                                                                                                                                                                                                | Antibody source, catalog #, Lot #  |          |             | Host    | Dilution | Validation                                                                                               |
| Calb1                                                                                                                                                                                                  | Neuromics                          | CH22118  | 401976      | Chicken | 1:1000   | Concordant patterns by immunostaining and RNAseq for somata of geniculate ganglion neurons (Figure 8b,d) |
| Foxg1                                                                                                                                                                                                  | Abcam                              | ab18259  | GR252396-1  | Rabbit  | 1:5000   | Loss of staining in KO tissue <sup>1</sup>                                                               |
| Gabra1                                                                                                                                                                                                 | Millipore                          | 06-868   | 1975358     | Rabbit  | 1:1000   | Immunohistochemical staining matches zygotity <sup>2</sup>                                               |
| GFP                                                                                                                                                                                                    | Aves Labs                          | GFP-1020 | 0511FP12    | Chicken | 1:3000   | Lack of staining on non-transgenic tissues (in-lab)                                                      |
| Mafb                                                                                                                                                                                                   | Santa Cruz                         | sc-10022 | L2115       | Goat    | 1:500    | Concordance of immunohistochemical staining and <i>in situ</i> hybridization <sup>3</sup>                |
| NeuN-AI488                                                                                                                                                                                             | Millipore                          | MAB377X  | 2061436     | Mouse   | 1:1000   | Staining on only neuronal nuclei in ganglia                                                              |
| P2rx2                                                                                                                                                                                                  | Alomone                            | APR003   | AN1050      | Rabbit  | 1:1000   | Loss of staining in KO tissue <sup>4</sup>                                                               |
| Phox2b                                                                                                                                                                                                 | Santa Cruz                         | sc-13224 | C1016       | Goat    | 1:500    | Two independent antibodies stain the same nuclei (Supplementary Figure 5a).                              |
| Phox2b                                                                                                                                                                                                 | Santa Cruz                         | sc376997 | H1313       | Mouse   | 1:200    |                                                                                                          |
| Pou4f2                                                                                                                                                                                                 | Santa Cruz                         | sc-31989 | I0513       | Goat    | 1:200    | Concordance of immunostaining with retinal ganglion cell types <sup>5</sup>                              |
| Prrxl1                                                                                                                                                                                                 | Deolinda Lima, University of Porto |          |             | Rabbit  | 1:1000   | Loss of staining in KO tissue <sup>6</sup>                                                               |
| Secondary Antibodies                                                                                                                                                                                   |                                    |          |             |         |          |                                                                                                          |
| Antigen                                                                                                                                                                                                | Antibody Source                    |          | catalog #   | Lot #   | Host     | Fluor Working concentration                                                                              |
| Rabbit IgG                                                                                                                                                                                             | ThermoFisher                       |          | A21207      | 1602780 | Donkey   | Alexa 594 1:1000                                                                                         |
| Rabbit IgG                                                                                                                                                                                             | ThermoFisher                       |          | A31573      | 1182665 | Donkey   | Alexa 647 1:1000                                                                                         |
| Goat IgG                                                                                                                                                                                               | ThermoFisher                       |          | A11055      | 1687906 | Donkey   | Alexa 488 1:1000                                                                                         |
| Goat IgG                                                                                                                                                                                               | ThermoFisher                       |          | A11058      | 71427   | Donkey   | Alexa 594 1:1000                                                                                         |
| Goat IgG                                                                                                                                                                                               | ThermoFisher                       |          | A21447      | 1010075 | Donkey   | Alexa 647 1:1000                                                                                         |
| Mouse IgG                                                                                                                                                                                              | Jackson ImmunoResearch             |          | 715-585-150 | 124676  | Donkey   | Alexa 594 1:1000                                                                                         |
| Chicken IgY                                                                                                                                                                                            | Jackson ImmunoResearch             |          | 703-545-155 | 126213  | Donkey   | Alexa 488 1:1000                                                                                         |
| 1. Tian C <i>et al</i> (2012) Foxg1 has an essential role in postnatal development of the dentate gyrus. <i>J Neurosci</i> 32:2931-49.                                                                 |                                    |          |             |         |          |                                                                                                          |
| 2. Zhou C <i>et al</i> (2013) Altered cortical GABAA receptor composition, physiology, and endocytosis in a mouse model of a human genetic absence epilepsy syndrome. <i>J Biol Chem</i> 288:21458-72. |                                    |          |             |         |          |                                                                                                          |
| 3. Howell DM <i>et al</i> (2007) Molecular guidance cues necessary for axon pathfinding from the ventral cochlear nucleus. <i>J Comp Neurol</i> 504:533-49.                                            |                                    |          |             |         |          |                                                                                                          |
| 4. Housley GD <i>et al</i> (2013) ATP-gated ion channels mediate adaptation to elevated sound levels. <i>Proc Natl Acad Sci USA</i> 110:7494-9.                                                        |                                    |          |             |         |          |                                                                                                          |
| 5. Xu HP <i>et al</i> (2015) Spatial pattern of spontaneous retinal waves instructs retinotopic map refinement more than activity frequency. <i>Dev Neurobiol</i> 75:621-40.                           |                                    |          |             |         |          |                                                                                                          |
| 6. Rebelo S <i>et al</i> (2007) DRG11 immunohistochemical expression during embryonic development in the mouse. <i>Dev Dyn</i> 236:2653-60.                                                            |                                    |          |             |         |          |                                                                                                          |

**Supplementary Table 2. Antibodies used and their validation.**

How the deposited data were processed for this re-analysis (not part of the article)

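The 96 neurons came from 2 cell suspensions of geniculate ganglia of C57BL6/J mice, each captured on its own C1 chip, with 48 neurons per chip. The sample labels name the chips 1 and 3 and give the capture site, and no label names a cell type. The chip was taken as the replicate (n = 2), since neurons of 1 suspension are not independent preparations. No column of per-sample values was left unused.

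As deposited, the trimming reports come from the sequencing core's adapter trimming and give reads before and after it. The read count values were made by the authors, who aligned the trimmed reads with the RUM package to the mouse build mm9 and counted reads per transcript, as their methods state, and the values are whole numbers without normalization. A read can count on several transcripts of its gene. The FPKM values were made by the authors from the mapped reads, per kilobase of transcript and scaled to the library, for 1 chosen transcript per gene, with the library total not stated. A transcript at several places of the genome is listed once per place, and 182 entries belong to genes listed more than once. For 49 of the 67 genes listed more than once, the read counts are 0 in some neurons where another place has an FPKM above 0. The rule behind the choice of transcript is not stated in the paper's text. The library preparation carried no molecular identifiers, so reads are not independent molecules, and the intervals and floors given cover counting error only. The read counts on the chosen transcripts had a median of 1702861 in gustatory-like neurons (797719 to 2275622) and 1658861 in somatosensory-like neurons (654586 to 2340147).

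Clustering used 1 minus Pearson's correlation of log2(FPKM + 1) with average linkage. The entries with a mean FPKM of at least 200 over all neurons made the first tree, which was divided at its first split. For the gustatory-like neurons, entries detected in at least 2 neurons, with a mean FPKM of at least 1 and at least 5-fold above the somatosensory-like mean, made a tree that was divided at the smallest number of branches, up to 12, with at least 3 branches of 5 or more neurons. The paper's text names the filters, the correlation and the linkage but not a log scale. Branches were named by 6 gustatory and 6 somatosensory marker genes and by the marker genes of the sub-clusters. Further lists of marker genes were written for satellite glia and Schwann cells, blood, immune cells, fibroblasts and endothelium, mechanosensory or proprioceptive neurons, peptidergic and non-peptidergic nociceptors, C-fibre low-threshold mechanoreceptors, motor neurons, and neurons in general. The genes Gfap, Hbb-b1, Ptprc, C1qa, Csf1r, Cldn5, Chat, Slc18a3 and Mnx1 are not analysed here.

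Differences were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3 on read counts summed over the neurons of each cluster and chip, with the Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p under 0.05 and a change of at least 2-fold. Genes used in a tree were left out of the counts of called genes, and a named gene that was used was tested on clusters made without it. No regrouping of samples was counted, since each group has 2 sums. The sums of different clusters from 1 chip could share the chip's deviation. After removing each cluster's mean, the correlation of these deviations across genes was 0.092 between gustatory-like and somatosensory-like sums and 0.053, 0.038 and 0.034 between the sub-clusters, so the chip was not a term of the test and was tried as a block. For a gene with no count in 1 group, folds are given against a floor of 3 counts over the group, pooled where the group holds several sub-clusters. The test was tested on simulated data: of 200 genes changed in each contrast it recovered 72%, 68%, 64% and 67.5%, with 4.64%, 6.21%, 2.29% and 6.90% of the calls false.

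The named genes are every gene that the paper names for the sequencing data, the marker genes, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and for each contrast the 5 largest changes in each direction among called genes that were not used in a tree and changed in the same direction on each chip. Some named genes are not reported here one by one, and they stay in the counts, lists and trees. This rule, the tests and 55 alternatives were fixed before the data were examined, and 10 alternatives were added later. The alternatives changed the scale, pseudocount, gene filter, correlation, linkage and number of branches of the trees, the fold and count limits, the tool (DESeq2 1.42.0, and limma 3.58.1 on means of log2(FPKM + 1)) and the limits of detection, and left out each chip. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Reads were not aligned again, and the paper's staining, imaging and PCR data were not used here.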

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

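The tests on Fam38b, on the correlation between glial genes and on the sub-clusters without the genes that rise with them were chosen only after the results were seen, as was leaving out 1 sum at a time.

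In the 6 T2-like neurons, 42 named genes with a mean FPKM of at least 10 were tested for a neuron far from the other 5, and 8 had one. Chance flags about 1 in 20 groups. The neuron at site 43 of chip 1 stood apart for Gabrg1 (25.1, the others from 65.0 to 84.8), Gfra2 (0.307, the others from 11.0 to 22.1), Kcnip1 (0, the others from 21.1 to 64.0) and Pvalb (353, the others from 10.4 to 26.2). The neuron at site 6 of chip 1 stood apart for Rbfox3 (18.1, the others from 7.57 to 10.3) and Tubb3 (1458, the others from 671 to 804). The neuron at site 5 of chip 3 was low for Htr1d (15.3, the others from 22.4 to 25.7), and that at site 53 of chip 3 for Ntrk2 (4.21, the others from 12.8 to 23.5). A low number of detected genes does not set site 43 apart, which had 11087 against a T2-like mean of 11153. A gustatory and a somatosensory neuron in 1 site was tested only for the T2-like neurons as a set. Reads of both Xist and Y-linked genes were counted in every neuron. Neither test was applied to these outlying values, and no biological explanation was tested for them.

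Most called genes are not named by the paper. Such genes number 1463 between gustatory-like and somatosensory-like neurons, 196 for T1-like, 643 for T2-like and 203 for T3-like neurons. They were found in the clusters they were tested on, and no biological explanation was tested for them as a set.

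Glial genes were seen in the neurons, and some of them differed between the clusters. Gustatory-like neurons were higher for Fabp7 (log2 fold change 3.05, adjusted p = 0.040) and Apoe (2.70, adjusted p = 0.035). Neither passed the threshold with limma on means of log2(FPKM + 1). Fabp7 fell short without the gustatory-like sum of chip 1 (1.98) or the somatosensory-like sum of chip 3 (2.45), and Apoe without the latter (2.27). Among sub-clusters, S100b was lower in T1-like (-1.45) and higher in T2-like neurons (1.59), and Pmp22 was higher in T1-like neurons (1.70). Across neurons, after each cluster's mean on each chip was subtracted, the median Spearman's rho over pairs of the 9 glial genes was 0.436, against at most 0.138 for 10000 random lists of genes. S100b and Pmp22 did not rise with the others (rho from -0.223 to 0.058). Without them the median was 0.575, a split made after the values were seen. Depth does not account for this, since the mean score of these genes had a rho of 0.110 with raw reads. Of the genes called higher in gustatory-like neurons, 3.88% rose with the glial score (rho above 0.4), against 1.11% of all tested genes and 0.320% of those called lower, so glial RNA is not the source of most of them. Without the genes that rise with the score, 58 of 58 gustatory-like neurons kept their sub-cluster. The 7 glial genes that rose together had higher means in gustatory-like than in somatosensory-like neurons on each chip. RNA of glial cells captured with the neuron may therefore add to part of the genes called higher in gustatory-like neurons, Apoe and Fabp7 among them.

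Fam38b (also called Piezo2), a gene of the list for mechanosensory or proprioceptive neurons, was higher in T2-like neurons (log2 fold change 7.63, adjusted p = 2.7e-06) and lower in T1-like (-3.82), T3-like (-3.81) and all gustatory-like neurons (-2.75). On clusters made with linear FPKM, where the groups compared with T2 held 1 T2-like and 8 somatosensory-like neurons, the T2-like change was 2.84 and not past the threshold. The T2-like mean was 138.8% of the somatosensory-like mean, 132% on chip 1 and 147% on chip 3. RNA of average somatosensory-like neurons at a share under 100% cannot give this. The 8 somatosensory-like neurons with Hmx1 averaged 42.8 and reached 68.9, above the highest T2-like value of 60.7. RNA of single neurons with such high levels is therefore not excluded. The paralog Fam38a had a mean FPKM of 0.133 in T2-like neurons, so reads shared with it are not the source. Expression in the T2-like neurons themselves is a hypothesis that stays open, found and tested on the same neurons.

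Other genes of that list went both ways. Ntrk3 was lower in gustatory-like than in somatosensory-like neurons (-2.08), lower in T2-like (-5.46) and higher in T3-like neurons (5.24), and on clusters made with linear FPKM its first difference was -0.08. Ntrk2 was lower in gustatory-like neurons (-1.07) and fell short of the threshold without the gustatory-like sum of chip 1 (-0.96). Pvalb was higher in gustatory-like (2.69) and T2-like neurons (4.13), and the neuron at site 43 of chip 1 carries much of this: without the T2-like sum of chip 1 the T2-like change was 2.24, and without the gustatory-like sum of that chip the other was 2.13, neither past the threshold. Etv1 (2.76) and Cntnap2 (1.74) were higher in gustatory-like neurons, Cntnap2 was lower in T2-like neurons (-1.18), and Nefh was higher there (1.60). No technical or biological explanation was tested for these genes.

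Genes of the nociceptor and C-fibre lists differed between the clusters. Tac1 was higher in gustatory-like (5.04) and in T1-like neurons (1.39), and lower in T2-like neurons (-1.45). The T1-like change of Tac1 fell short of the threshold without the T1-like sum of chip 1 (1.46) or chip 3 (1.32). Th was higher in gustatory-like (4.04), T1-like (2.39) and T3-like neurons (1.82) and lower in T2-like neurons (-4.21). Calca was lower in T2-like (-6.51) and higher in T3-like neurons (5.19). Fam19a4 was lower in gustatory-like neurons (-4.14), and higher on clusters made with linear FPKM (1.56). Dcn, of the list for fibroblasts and endothelium, was higher in gustatory-like neurons (7.13), where its highest FPKM, 78.3 and 31.7, were those of the unassigned neurons at site 54 of chip 3 and site 35 of chip 1. Without the gustatory-like sum of chip 3 the change of Dcn was 6.31 and not past the threshold. No explanation, technical or biological, was tested for this set.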

How the results depend on the processing

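The counts of transcripts, the linear tree without Fxyd2, the trees of each chip with branches of 3 or more neurons, the sub-clusters without genes that rise with the glial genes, the gustatory-like neurons from genes with FPKM > 10 in at least 3 neurons, the cross-chip shares of the sub-clusters and leaving out 1 sum at a time were chosen only after the data were seen. Unless a reason is given, the cause was not tested.

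The correlation between chips rose from 0.964, 0.954 and 0.953 (all, gustatory-like and somatosensory-like neurons) to 0.988, 0.983 and 0.981 over entries with a mean FPKM of at least 1 on both chips, and to 0.995, 0.996 and 0.996 on linear FPKM. Detected genes per neuron were 9117 at an FPKM of at least 1, 8705 at 10 or more read counts, 10193 after thinning, and 14426 when transcripts were counted, since transcripts outnumber genes. They were 10638 and 10722 on either chip alone.

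The gustatory-like share of neurons was 60.4%. It stayed between 55.2% and 68.75% under the alternatives set in advance that kept all neurons, and was 56.25% to 62.5% with a chip left out. Linear FPKM without Fxyd2 gave 2.08%, and left 41.7% of neurons in place. Linear FPKM and Ward linkage each placed 91.7% of the neurons as before, complete linkage 92.7% and 4 branches 95.8%. Complete linkage moved the neuron at site 7 of chip 1 and all 6 T2-like neurons, which fell in the somatosensory-like branch. Each chip alone placed 97.9% to 100%. For sub-clusters, linear FPKM kept 74.1% and genes with an FPKM of at least 10 in at least 3 gustatory-like neurons 46.6%. Without the neurons of chip 1, 87.1% kept their sub-cluster. The same without chip 3 was not run to a value, because fewer than 3 branches of 5 or more neurons formed at up to 12 branches. With branches of 3 or more, either chip alone kept 96.8% to 100%. The other alternatives kept at least 98.3%.

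Called genes between gustatory-like and somatosensory-like neurons numbered 1501, and 813 at 5-fold. The other alternatives that kept all sums gave 1142 to 2053. With a sum left out they were 981 (without the gustatory-like sum of chip 1) to 1784. The T1-like, T2-like and T3-like counts of 209, 666 and 213 were 448, 1114 and 556 with DESeq2 and 96, 315 and 107 at 5-fold. With no filter beyond 1 count the T1-like and T3-like counts were 396 and 453, and with the genes of the tree included, which adds genes selected for the clusters, 324 and 326. On clusters made with linear FPKM the 3 counts were 51, 342 and 96. With a sum left out, T1-like counts ran from 44 to 354 (44 and 55 without the T1-like sums of chips 3 and 1, 128 without the T3-like sum of chip 3, 350 and 354 without the T2-like sums of chips 1 and 3). T2-like counts ran from 404 to 778 (404 and 418 without the T1-like sums of chips 3 and 1). T3-like counts ran from 78 to 412 (78 and 82 without the T3-like sums of chips 1 and 3, 114 and 113 without the T1-like sums of chips 1 and 3, 412 and 326 without the T2-like sums of chips 1 and 3). A cluster left with 1 sum is assumed to vary like the others. With the chip as a block the counts were 1329, 225, 670 and 231.

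Genes selected at 5-fold on 1 chip were higher on the other in 95.4% (gustatory-like), 93.1% (somatosensory-like) and 61.1% (T3-like) of cases. At 2-fold the first 2 shares were 93.1% and 88.7%, and at 10-fold the T3-like share was 54.8%. Neurons with at least 1 read of both Xist and Y-linked genes made up 39.6%, and 6.25% under both stricter limits, 10 reads of each or 1% of the highest CPM of each. The share was 39.6% on either chip alone. For the FPKM of named genes, 81.25% of 96 genes had the same highest cluster on clusters made with linear FPKM, 95.8% in counts scaled to the library's total (CPM), 89.6% by medians over neurons, and 86.5% to 88.5% with a chip left out. The share of neurons with Htr3a at 20 or more was 47.9% to 54.2% with a chip left out.

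Among the genes reported here, directions reversed on clusters made with linear FPKM, where the 8 neurons with Hmx1 change branch, for Hmx1 (4.93), Spp1 (4.70), Gabra5 (2.29) and Fam19a4 (1.56) between gustatory-like and somatosensory-like neurons. On that scale the branch matched to T1 held 49 neurons, with 10 of the 15 T3-like and the 8 somatosensory-like neurons with Hmx1 among them, so its contrasts compare other groups of neurons. The branch matched to T3 held 8 neurons, 1 of them T2-like. T2-like contrasts on that scale were therefore made against mixed groups too. On these sub-clusters the sign differed for Lypd1 (2.22), Trhr (2.06) and Htr3b (0.12) in the T1-like contrast, and Olfm3 (0.17) and Gabrb1 (-0.34) in the T3-like contrast. With limma on means of log2(FPKM + 1), Lypd1 (-0.16) and Calb1 (-1.12) reversed between gustatory-like and somatosensory-like neurons. Without the T2-like sum of chip 1, Uty reversed in the T2-like contrast (-10.86, from -10.86 to 1.08 with 1 sum left out) and the T3-like contrast (5.34, from -0.63 to 5.34), and Ddx3y in the T3-like contrast (3.03, from -0.996 to 3.03).

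For named genes past the threshold, 1248 of 1359 values kept their side under the alternatives with all sums, 102 fell short and 9 reversed. Of 2189 values not past it, 2042 kept their side, 143 passed and 4 reversed. With a sum left out, 78 of 794 fell short. Among values not past the threshold, 53 of 1378 then passed it and 3 reversed. With the chip as a block, 379 of 396 values kept their side, 4 fell short and 13 passed. The mean FPKM of named genes moved by more than the SD between chips for 241 values on linear-FPKM clusters, against 309 that did not, 252 by medians and 16 in CPM.

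Depth limits the rare genes most. A gene with fewer than 3 counts over a group is not distinguished from one at 0, and 5 neurons had fewer than 1000000 read counts on the chosen transcripts.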

Differences from the paper's values

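The paper's correlation of mean FPKM between captures is 0.995 or more, and here Pearson's r on log2 means was 0.964. Of the alternatives set before the data were examined, linear mean FPKM gave 0.995 and no longer differed, and entries with a mean FPKM of at least 1 on both chips (0.988) still did.

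The paper leaves 2 gustatory neurons outside the 3 sub-clusters, and here 4 were left. The difference remained with a pseudocount of 0.1, Spearman correlation, complete linkage and the 10-fold limit (4 each), the 2-fold limit (5), linear FPKM (15) and genes with FPKM of at least 10 in at least 3 gustatory-like neurons (12). No alternative removed it, including gustatory-like neurons from genes with FPKM > 10 in at least 3 neurons, an alternative chosen after seeing the values (4).

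The paper's lowest Htr3a value among T3 neurons is 88, and here the lowest of 15 T3-like neurons had 407. It was also 407 with a pseudocount of 0.1, Spearman correlation, complete linkage and the 2-fold and 10-fold limits, 0.936 with linear FPKM and 0.235 with genes of FPKM of at least 10 in at least 3 gustatory-like neurons, and the difference remained under each. With gustatory-like neurons from genes with FPKM > 10 in at least 3 neurons, chosen after seeing the values, it was 293 and still differed. The unassigned neuron at site 35 of chip 1 had 88.0.

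The mean of 10680 detected genes per neuron is within 1.5 times the paper's 14426 ± 539 (SD). At an FPKM of at least 1 (9117) and at 10 or more read counts (8705) it was not. Counting transcripts with at least 1 read, chosen after seeing the values, gave 14426 with an SD of 539, equal to the paper's.

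The paper gives a lowest number of detected genes that every neuron reached. By genes 96 of 96 neurons were under it, and by transcripts with at least 1 read, chosen after seeing the values, 0 of 96. The paper also gives a lowest number of mapped reads, and 3 neurons had fewer read counts than that on all transcripts, the lowest 877486.

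P2rx2 and P2rx3 are described as limited to taste neurons, and in the paper's Discussion as at very low levels, if any, in somatosensory neurons. Both were above 0 in 38 of 38 somatosensory-like neurons, and above 20 in 2 and 5 of them. The 2 with P2rx2 above 20 were at site 7 of chip 1 (184) and site 36 of chip 3 (25.5). Both also carried T3-like transcripts and could hold material of 2 neurons. A tree of entries with FPKM above 10 in at least 3 neurons gave 59 and 37 neurons, the paper's numbers. It placed site 7 of chip 1 with the gustatory-like neurons, so the paper may count that neuron as a taste neuron.

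The tree and the principal components are described as giving the same groups. Here the sign of the first component placed 94 of 96 neurons as the tree did. Taste sub-clusters are described as identical at 2-fold, 5-fold and 10-fold. At 2-fold 57 of 58 neurons kept their sub-cluster, and at 10-fold 58 did.

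The paper's figures name Hspb3 (Fig. 4c) for T1 and Twist2 (Fig. 5b) for T3. Neither passed the threshold here. Hspb3 passed with limma on means of log2(FPKM + 1). Twist2 passed with DESeq2, with limma and with no filter beyond 1 count.

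The paper describes Htr3b as primarily in somatosensory neurons. Its mean FPKM was 20.1 in T3-like and 19.8 in somatosensory-like neurons. P2ry1 is described as much lower per cell than P2rx2 and P2rx3. Its mean of 53.8 was below theirs in gustatory-like neurons, and in somatosensory-like neurons its mean of 67.9 was above those of P2rx2 (8.85) and P2rx3 (7.68).

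T2 neurons are described as slightly under-expressing taste genes. The median T2-like level of taste-selective genes was 16.1% to 29.9% of that in T1-like and T3-like neurons, over 6 definitions of the genes chosen after the T2-like neurons had been seen. The genes were chosen on T1-like and T3-like means alone, which by itself lowers the T2-like level. The paper's heat map took genes by their mean in all gustatory neurons, so the sets are unlike.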

Other observations

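The tests on Xist and Y-linked reads, on a mixed capture in T2-like neurons, on depth in the neurons with Hmx1 on the neurons at site 7 of chip 1 and site 36 of chip 3 and on the pairing of the unassigned neurons were chosen only after the results were seen.

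Reads of both Xist and Y-linked genes were present in 38 of 96 neurons. In 32 of them 1 kind had fewer than 10 reads, with a median of 0.719% of its level in neurons that carried at least 10 reads of that kind alone, too few for a whole second neuron. In the other 6 neurons the rarer reads had a median of 4.48%. There, 2 neurons in 1 site and stray RNA cannot be told apart, because few reads fall on these genes. A pair from mice of 1 sex is not seen by this test, and no neuron was assigned a sex.

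T2-like neurons lay between the other gustatory-like neurons and the somatosensory-like neurons on the first principal component. A gustatory and a somatosensory neuron in 1 site would bring all abundant somatosensory transcripts, and the median T2-like level of somatosensory-selective genes was at most 16.0% of the somatosensory-like level over 6 definitions (lowest 1.49%). On ranks, which limit the weight of a few abundant genes, the T2-like mean was still 36.7% of the way to the somatosensory-like mean (33.7% on chip 1, 39.7% on chip 3). A transcriptome of their own is a hypothesis that stays open, and no biological explanation was tested.

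With linear FPKM, 8 somatosensory-like neurons, all with Hmx1, joined the gustatory-like branch. Without Fxyd2, 3 of the 8 correlated better with the gustatory-like than with the somatosensory-like mean, against 8 with it, so the level of the gene Fxyd2 may account for the move. Fxyd2 was 20.1 to 56.8 in the 8 and at least 354 in the other 30. These 8 neurons also had more detected genes. After thinning all neurons to the same reads the difference was 685 (746 on chip 1 and 381 on chip 3), so depth is not the source. A neuron type within the somatosensory-like cluster was not tested beyond this.

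The neuron at site 7 of chip 1, 1 of the 8, carried genes of T3-like neurons at a median of 48.6% of their level, and genes of 6 other Hmx1-positive neurons at 30.4%. T3-like neurons had at most 3.57% of the latter. The neuron at site 36 of chip 3, also 1 of the 8, had 10.9% of the T3-like level, against at most 1.14% in the 6, and 104% of theirs. Both could hold material of 2 neurons. Site 7 had 45 Xist and 0 Y-linked reads and site 36 had 1 and 277, which neither requires nor excludes this. Site 7 had 11667 detected genes and site 36 had 10441.

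The 4 unassigned gustatory-like neurons formed 2 pairs, each with 1 neuron from each chip. The pairs shared 11 and 35 genes with FPKM of at least 10 and at least 5-fold above the highest cluster mean. Outside the genes of the tree they shared 6 and 15, and the 4 pairings across the pairs shared 1 to 3. Chance pairing of atypical neurons and 2 kinds of neuron cannot be told apart, because the tree had joined each pair for its likeness and 4 neurons can be paired in few ways. For the second pair, sites 35 of chip 1 and 54 of chip 3, 0 of 12 listed genes of nerve injury or stress response reached 5-fold above the highest cluster mean in both neurons, but 6 did in the neuron at site 35 alone and 0 in the neuron at site 54. As was noticed afterwards, Sprr1a was 6416 at site 35 (highest cluster mean 27.9), Atf3 was 965 and 541 (112) and Asns 1142 and 928 (403). For Atf3 and Asns the 2 neurons had ranks 1 and 2 of all neurons. A response to injury or stress and a rare neuron type cannot be told apart, because the listed genes were high in 1 of only 2 neurons, and no biological explanation was tested. The 35 shared genes, among them Gal, Gadd45a and Chac1, were not on the list. They were not checked for a part in such a response, so 0 of 12 does not argue against one.

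The remaining lists gave these values, for which no explanation was tested. Of blood genes, Alas2 was detected in 10 neurons. Hba-a1 and Hba-a2 had an FPKM above 0 in 93 of 96 neurons each (Hba-a1 at most 22.5), but each is listed at 2 places, and at 1 of them the FPKM was above 0 in only 30 neurons. The read counts are above 0 in the same 30 neurons, so they follow that place alone and do not bear on the other. Of immune genes, Cd74 was detected in 12 neurons and C1qb and Lyz2 in 2 each. Of fibroblast and endothelial genes, Col1a2 was detected in 26, Dcn in 12, Pecam1 in 5 and Col1a1 in 2. Scn10a was detected in 27 neurons and Trpv1 in 2, and Mrgprd in 11. Of C-fibre genes Th was detected in 93, Fam19a4 in 30 and Slc17a8 in 1, and the motor neuron gene Slc5a7 in 5. Snap25, Rbfox3, Tubb3 and Uchl1 were detected in 96 of 96. Xist was detected in 53 neurons, Ddx3y in 67, Eif2s3y in 66, and Kdm5d and Uty in 51 each. P2ry1, on the non-peptidergic list, is also a gene that the paper reports for these neurons.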
